# Plasma extracellular vesicle miRNAs as potential biomarkers of superstimulatory response in cattle

**DOI:** 10.1038/s41598-020-76152-9

**Published:** 2020-11-05

**Authors:** Ahmed Gad, José María Sánchez, John A. Browne, Lucie Nemcova, Jozef Laurincik, Radek Prochazka, Pat Lonergan

**Keywords:** Biotechnology, Developmental biology, Molecular biology, Physiology

## Abstract

The ability to predict superstimulatory response would be a beneficial tool in assisted reproduction. Using small RNAseq technology, we profiled extracellular vesicle microRNA (EV-miRNA) abundance in the blood plasma of heifers exhibiting variable responses to superstimulation. Estrous synchronized crossbred beef heifers (n = 25) were superstimulated and blood samples were collected from each heifer on Day 7 of consecutive unstimulated (U) and superstimulated (S) cycles. A subset of high (H) and low (L) responders was selected depending on their response to superstimulation and EV-miRNA profiles were analysed at both time-points in each heifer. Approximately 200 known miRNAs were detected in each sample with 144 commonly detected in all samples. A total of 12 and 14 miRNAs were dysregulated in UH *vs.* UL and in SH *vs.* SL heifers, respectively. Interestingly, miR-206 and miR-6517 exhibited the same differential expression pattern in H compared to L heifers both before and after superstimulation. Pathway analysis indicated that circadian rhythm and signaling pathways were among the top pathways enriched with genes targeted by dysregulated miRNAs in H *vs.* L responding heifers. In conclusion, heifers with divergent ovarian responses exhibited differential expression of plasma EV-miRNAs which may be used as a potential biomarker to predict superstimulation response.

## Introduction

Unlike high genetic merit sires, which produce billions of fertile sperm at each ejaculation and which can produce thousands of offspring during (and even after) their lifetime, the contribution of genetically superior cows is limited by the fact that they typically ovulate only one oocyte during each estrous cycle and that pregnancy lasts 9 months following which a period of uterine involution is required before any subsequent pregnancy. Thus, under normal circumstances, most cows in commercial herds have fewer than 5–10 calves in their lifetime. Induction of multiple ovulations (often termed ‘superstimulation’ or ‘superovulation’) coupled with artificial insemination (AI), embryo recovery and embryo transfer (ET), provides an opportunity to substantially increase the impact of superior females on a breeding program by allowing the gestation to occur in a surrogate recipient^1^.

Despite the fact that much research has focused on methods to increase the number of ovulations and fertilized oocytes from the donor female, the mean yield of transferable embryos produced per superovulatory cycle (6 to 8) has not changed markedly during the last 50 years^2^. Variability in superovulatory response is one of the main limiting factors affecting the success of ET technology in genetic improvement programs. Donors are normally selected on the basis of genetic merit, but the use of a reliable tool in commercial practice that would predict response to a superstimulatory treatment and embryo yield would be of great benefit to the cattle industry.

Female mammals are born with a highly variable number of follicles and oocytes in their ovaries, the so-called ‘ovarian reserve’. This reserve is established during fetal development, is not replenished post-natally and decreases with age^3,4^. The association between the ovarian reserve and fertility in female cattle has recently received attention due to the validation of two reliable markers of the size of the ovarian reserve: (i) the number of follicles recruited during follicular waves (antral follicle count, AFC)^5,6^ and (ii) peripheral concentrations of anti-Müllerian hormone (AMH), a dimeric glycoprotein and a member of the transforming growth factor β (TGF-β) family of growth and differentiation factors which is produced by the granulosa cells of pre-antral or early-antral follicles^7–9^. Using ultrasonography, the peak number of follicles recruited per wave has been shown to be highly variable among individuals but highly repeatable within animal such that cattle can be reliably phenotyped based on AFC^6^. Similarly, growing evidence indicates that AMH concentrations vary minimally during estrous cycles in cattle, implying that AMH concentrations can be reliably determined with a single blood sample on a random day of the cycle^10^.

MicroRNAs (miRNAs), a class of small non-coding RNAs that regulate gene expression post-transcriptionally, represent another potential marker of superovulatory response. A variety of miRNAs have been detected in the extracellular environment and in almost all biological fluids (reviewed by Yáñez-Mó et al.^11^). These miRNAs exist in a stable protective form associated with high-density lipoproteins^12^, Argonaute (Ago2) protein^13^, or within extracellular vesicles (EVs), particularly exosomes and microvesicles. EVs protect miRNAs and enable their transportation between different cells and tissues as mediators of intracellular communication^14,15^. These features make EV-miRNAs a potentially powerful tool in the assessment of the functional status of various cells and tissues and render them a better source of miRNAs to be used as biomarkers compared to other sources^16^. Detection of EV-miRNAs in body fluids, including blood plasma and follicular fluid, represents a non-invasive method that could reflect both physiological and pathological conditions associated with various reproductive functions^17^. Amongst different mammalian species, numerous EV-miRNAs exhibit distinct expression patterns in association with various reproductive processes including follicle and oocyte development^18,19^, oocyte fertilization and embryo quality^20,21^, oviduct function^22^, stages of the estrous cycle^23^, and embryo-maternal interaction^24,25^.

In cattle, Noferesti et al.^26^ reported that superstimulation induced changes in the expression of extracellular miRNAs in plasma and follicular fluid, most of which were closely related to ovarian function and oocyte meiosis. However, two independent groups of heifers were used (one group unstimulated, the other superstimulated), no data on superovulatory response were provided and, as animals were not inseminated, no data on embryo yield were available. Therefore, in order to identify potential markers of superovulatory response and yield of transferable embryos, the aim of this study was to characterize the plasma EV-miRNA profiles of the same heifers in an unstimulated (U) and stimulated (S) cycle. We hypothesized that heifers with a divergent ovarian response (high or low) to superstimulation treatment would exhibit differences in the abundance of EV-miRNAs in blood plasma. These differences in expression could be used as potential markers to predict the superovulatory response and aid in the selection of donors.

## Material and methods

All experimental procedures involving animals were approved by the Animal Research Ethics Committee of University College Dublin, were authorized by the Health Products Regulatory Authority under the European Union (Protection of Animal Use for Scientific Purposes) Regulations 2012 (S.I. No. 543 of 2012) as amended, and Directive 2010/63/EU of the European Parliament and were performed in accordance with relevant guidelines and regulations.

### Synchronization and superstimulation protocols

Samples were collected from Charolais- and Limousin-cross heifers aged between 21 and 32 months, weighing between 555 and 670 kg, and fed a diet consisting of grass and maize silage supplemented with a standard beef ration. All heifers were kept under identical farm conditions during the study. The estrous cycles of all heifers were synchronized using an 8-day intravaginal progesterone (P4) device (PRID E, 1.55 g P4, Ceva Santé Animale, Libourne, France). On the day of the PRID E insertion, each heifer received a 2 mL intramuscular (i.m.) injection of synthetic gonadotrophin-releasing hormone (Ovarelin, Ceva Santé Animale, equivalent to 100 µg Gonadorelin). One day prior to PRID E removal, all heifers received a 5 mL i.m. injection of prostaglandin F2α (Enzaprost, Ceva Santé Animale, equivalent to 25 mg Dinoprost). Only heifers displaying standing estrus were used. On Day 10 of the subsequent estrous cycle (estrus = Day -1), heifers (n = 25) were superstimulated by the administration of decreasing doses of follicle-stimulating hormone (FSH) twice a day for 4 days (455 IU of FSH in total; Folltropin, Bioniche, Bellesville, Canada) together with two injections of prostaglandin F2α (Enzaprost) separated 12 h apart on the third day of FSH treatment, and followed by AI with frozen-thawed semen 24 (Day -1) and 36 h after the last FSH injection, as described previously^27^. Day 0 was considered the day of ovulation (approximately 28 h after first standing to be mounted^28,29^) in both the U and S estrous cycle (Fig. 1).

**Figure 1:**
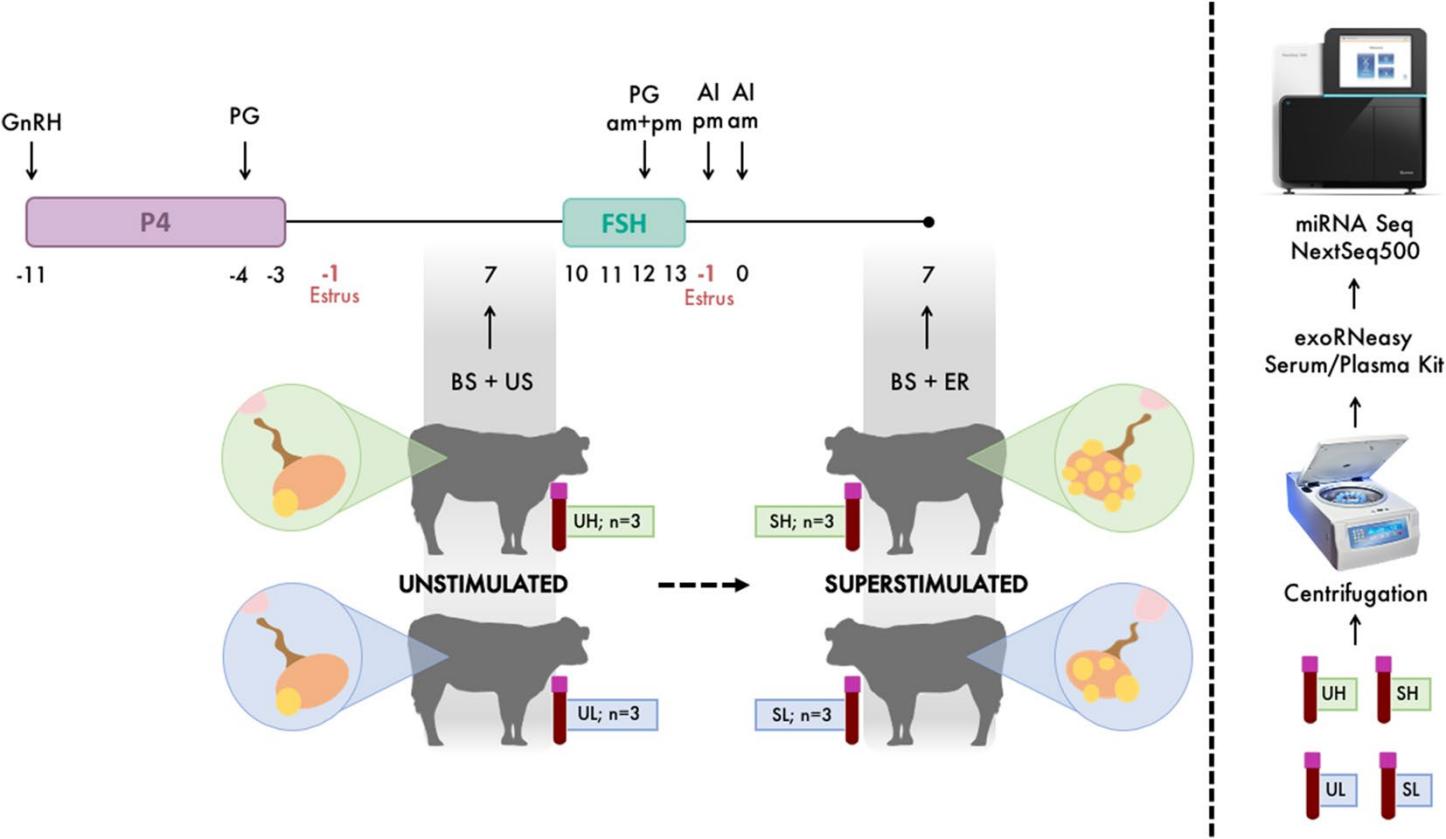
Experimental design. P4, progesterone releasing device; GnRH, gonadotrophin-releasing hormone; PG, prostaglandin F2α; BS, blood sample; US, ultrasound scanning; FSH, follicle-stimulating hormone, AI, artificial insemination; ER, embryo recovery; U, unstimulated estrous cycle; S, superstimulated estrous cycle; H, high ovulatory response in terms of the number of corpora lutea; L, low ovulatory response. Numbers indicate days relative to ovulation (Day 0), approximately 28 h after first standing to be mounted.

### Corpus luteum counting and measurements and embryo recovery

Superstimulated heifers were slaughtered in a commercial abattoir 7.5 days after the first AI. Reproductive tracts were recovered and transported to the laboratory within 2 h of slaughter. All corpora lutea (CL) were dissected from the ovarian tissue, counted and weighed. Each uterine horn was gently flushed with 20 mL of pre-warmed PBS (38.8 °C) containing 5% fetal calf serum and the total numbers of recovered and transferable embryos were recorded for each heifer.

### Blood sample collection

Blood samples were collected from the coccygeal vessels of each heifer into non-heparinised tubes (EDTA BD Vacutainer, Vaud, Switzerland) on Day 7 of both the U and S estrous cycles and placed on ice. Immediately after collection, blood samples were centrifuged at 1,900×g and 4 °C for 10 min. The supernatant was further centrifuged at 16,000 × g and 4 °C for 10 min before freezing and storing at − 20 °C in plastic pour off tubes until analysis.

### EV-RNA isolation, library preparation and sequencing

A subset of high (H, upper quartile, n = 3) and low (L, lower quartile, n = 3) responding heifers was selected depending on the ovarian response to superstimulation (≥ 32 and ≤ 17 CL, respectively) for EV-RNA isolation (Fig. 2a). Total EV-RNA, including miRNA, was isolated from blood plasma samples of UH, SH, UL, and SL heifers using the exoRNeasy Serum/Plasma Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The RNA concentration and size distribution were analyzed on an Agilent 2100 Bioanalyzer using the Agilent RNA 6000 Pico kit (Agilent Technologies, Santa Clara, CA, USA). Furthermore, samples were checked for potential haemolysis by determining the miR ratio of miR-451a to miR-23a-3p as described previously^30^. A total of 50 ng RNA was converted into miRNA NGS libraries using the QIAseq miRNA Library Kit (Qiagen) according to the manufacturer’s instructions. Briefly, adapters containing Unique Molecular Index (UMI) were ligated to the RNA, which was then reverse transcribed into cDNA using primers containing an integrated UMI. The cDNA was amplified using PCR (22 cycles), indices were added during the PCR amplification, and then the samples were purified. Library preparation QC was performed using the Bioanalyzer 2100 (Agilent Technologies). Based on the quality of the inserts and the concentration measurements, the libraries were pooled in equimolar ratios and quantified using qPCR. The library pool was then sequenced on a NextSeq500 sequencing instrument (Illumina, Inc., San Diego, CA, USA) with a read length of 75 bases in a single-end read. Raw data were de-multiplexed and FASTQ files for each sample were generated using the bcl2fastq software (Illumina Inc.). FASTQ data were checked using the FastQC tool version 0.11.7. Average read quality score above 30 was considered as high quality.

**Figure 2:**
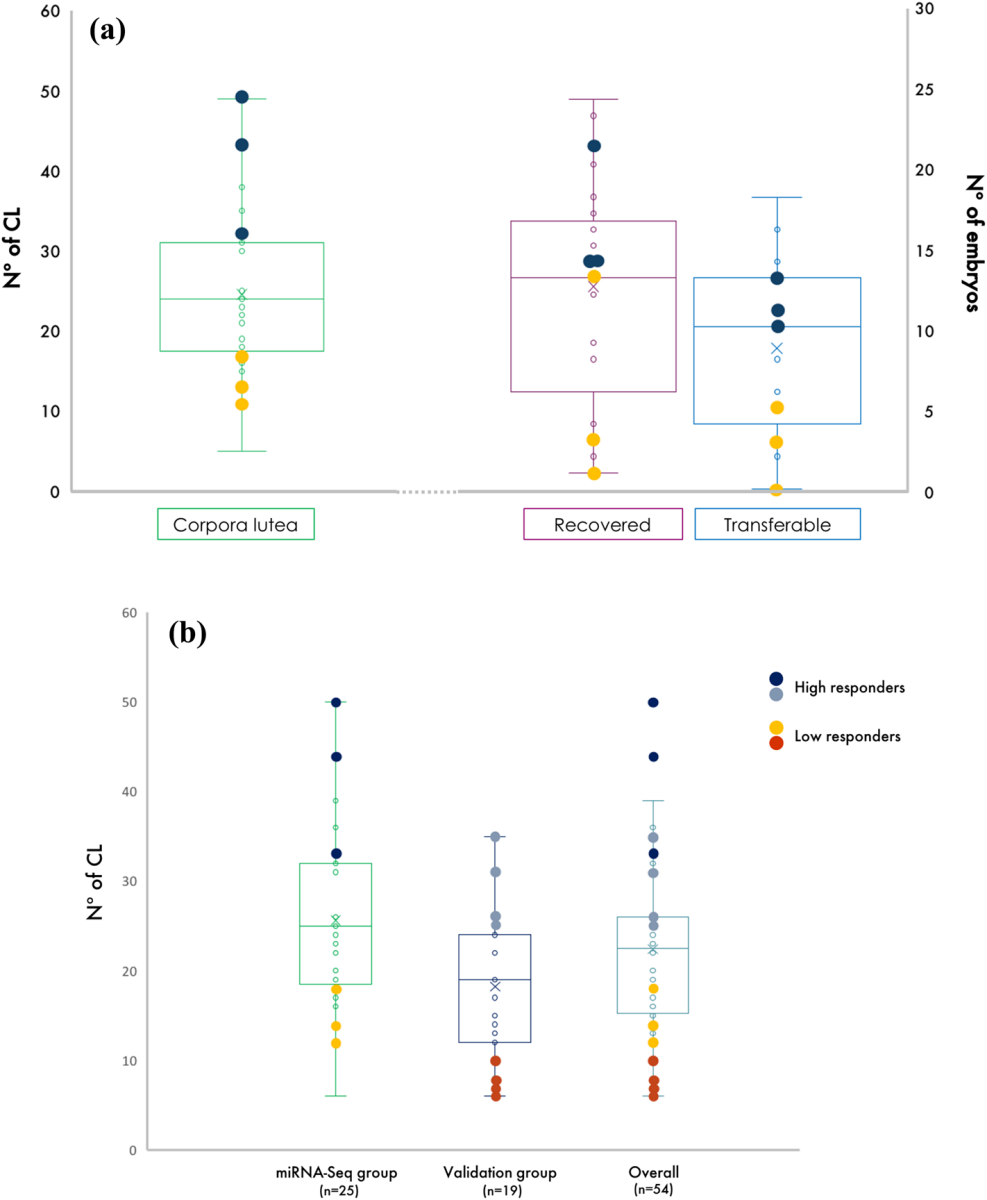
(**a**) Box-plots showing the variation in the number of corpora lutea (Nº of CL; green) and the number of recovered (purple) and transferable (blue) embryos recorded on Day 7 of the estrous cycle following superovulation (n = 25 heifers). Of note, the three dark blue and three yellow spots in each box-plot represent the three selected high and low responding heifers subjected to further analysis, respectively. (**b**) Box-plots showing the number of corpora lutea (Nº of CL) in: (i) the miRNA-Seq group (n = 25 heifers), (ii) the validation group (n = 19 heifers), and the overall (n = 44 heifers). Of note, the four grey and four red spots in each box-plot represent the four selected high and low responding heifers used for validation of miRNA-Seq data, respectively.

### Sequencing data analysis

Adapter and UMI information in raw reads was extracted using Cutadapt1.11^31^, and the output was used to remove adapter sequences and to collapse reads by UMI. The raw FASTQ files and processed files have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number (GSE148225). Sequence reads were mapped to the *Bos taurus* reference genome (UMD3.1) using Bowtie2 (2.2.2)^32^. Reads that had a perfect match to the reference sequences were used for annotation against miRNAs of bovine and all other organisms listed in the mirBase database (release 21). The trimmed mean of M-values method (TMM normalization) was used for normalizing the data^33^ and differential expression analysis was performed using the EdgeR statistical software package (Bioconductor, https://bioconductor.org/). MiRNAs with log2 fold change ≥ 1 and *P*-value ≤ 0.05 were considered as significantly differentially expressed (DE). The putative miRNAs were predicted from the unannotated sequences using Qiagen specific scripts based on the MiRPara tool^34^.

### MiRNA-target gene prediction and ontological classification

Differentially expressed miRNA-target genes were identified using the TargetScan analysis tool (release 7.2, https://www.targetscan.org/). A cumulative weighted context++ score ≤ − 0.2 was set as the threshold^35^. The list of predicted target genes of up- or down-regulated miRNAs for each comparison were submitted to the DAVID bioinformatics web-tool (https://david.abcc.ncifcrf.gov/) for ontological classification. Significant pathways were identified from the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database^36^. Interaction networks of the targeted genes and the identified pathways were constructed by Cytoscape (https://www.cytoscape.org/) and ClueGO (https://apps.cytoscape.org/apps/cluego) ^37,38^. In addition, experimentally validated bovine miRNA-target gene interactions were obtained from the miRTarBase 8.0 database^39^ and the validated targets for the DE-miRNAs were extracted.

### Validation experiment

In order to validate the findings, an independent group of Charolais- and Limousin-cross heifers (n = 19; 16–32 months, 550–640 kg) were superovulated as described above. High (n = 4) and low (n = 4) responding heifers (Fig. 2b) were selected for validation. Blood samples were collected on Day 7 of both the U and S estrous cycles and processed for EV-RNA isolation as described above. Eight DE-miRNAs (let7-c, miR-196a, miR-139, miR-199a-3p, miR-205, miR-17-5p, miR-206, and miR-6517) were selected based on their read counts in the different group comparisons and then quantified using TaqMan miRNA assays (Applied Biosystems, Foster City, CA, USA). Briefly, 10 ng total RNA were reverse transcribed using TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instruction. Quantitative PCR was performed in a RotorGene 3000 cycler (Corbett Research, Mortlake, New South Wales, Australia) using the QIAGEN OneStep RT-PCR Kit (Qiagen) in a 10 µl reaction mixture containing 2 µl 5 × reaction buffer, 0.4 µl dNTP mix (10 nM stock of each), 2 µl miRNA specific TaqMan probe, forward and reverse primer mixture (5 × stock), 0.4 µl enzyme mix, 2 µl cDNA, and nuclease-free water. Reaction conditions were as follows: initial denaturation at 95 °C for 15 min, followed by PCR cycles consisting of denaturation at 94 °C for 15 s, annealing at 60 °C for 15 s and extension at 72 °C for 15 s. Fluorescence data were acquired at the end of each extension step. Non-template and negative controls were included in all qPCR runs to validate that primers were not amplifying contaminating DNA. Data were processed using internal comparative analysis software (Corbett Research) and normalized to miR-26 expression, one of the most stably expressed miRNAs across all the samples as analysed by NormFinder software. For statistical analysis, data were analyzed using one-way ANOVA followed by multiple pair-wise comparisons using the Tukey test and the statistical significance level was defined at *P* < 0.05.

## Results

### Corpus luteum and embryo assessment

Overall, there was a large variation in the response to ovarian superstimulation with a range of 5 to 49 CL. The embryo recovery rate was also very variable, ranging from 1 to 24 and from 0 to 18 for the total number of recovered and transferable embryos, respectively (Fig. 2a). Of the 25 heifers that were subjected to superstimulation, six heifers exhibiting high (upper quartile, n = 3) or low (lower quartile, n = 3) ovulatory response based on the number of CL present on Day 7 of the S cycle (≥ 32 and ≤ 17 CL, respectively) were selected for further analysis (Fig. 2a). The number of CL, total luteal tissue weight and the number of recovered and transferable embryos recovered on Day 7 of the S estrous cycle from each of those heifers are summarized in Table 1. Briefly, mean (±SD) number of CL (13.6±3.0 *vs.* 41.3±8.6), mean (±SD) total weight of luteal tissue (33.3±13.9 *vs.* 10,713±.9 g) and mean (±SD) total number of recovered (6±6.2 *vs.* 16.3±4) and transferable (2.6±2.5 *vs.* 11.3±1.5) embryos were lower in SL *vs.* SH heifers, respectively.

**Table 1:** Summary data showing the number of corpora lutea (Nº of CL), total luteal tissue weight and the number of recovered and transferable embryos recorded on Day 7 of the superovulated cycle. Each heifer (numbered 1–3 for each group) showing a low or high response to treatment is represented as SL or SH, respectively. Overall results in each group are expressed as the mean ± standard deviation.

Treatment Group	Nº of CL	Luteal tissue weight (g)	Nº of recovered embryos	Nº of transferable embryos
SL1	11	17.3	1	0
SL2	13	42.4	4	3
SL3	17	40.3	13	5
Overall SL	13.6 ± 3.0	33.3 ± 13.9	6.0 ± 6.2	2.6 ± 2.5
SH1	32	103.4	14	11
SH2	43	95.3	21	13
SH3	49	122.4	14	10
Overall SH	41.3 ± 8.6	107.0 ± 13.91	16.3 ± 4.0	11.3± 1.5

### MiRNA sequencing data and global detection of EV enclosed miRNAs

A total of 12 miRNA libraries were prepared from EVs recovered from the blood plasma of unstimulated (UH, UL) and stimulated (SH, SL) heifers with an average number of 17 million raw reads per library. 

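The EVs, membrane-bound particles released by cells, were isolated from plasma taken on Day 7 of an unstimulated and of a superstimulated estrous cycle. The libraries formed 4 groups of 3, named UL, UH, SL and SH, and each of the 3 L and 3 H heifers gave 1 library in each cycle. A shared library number was taken to mean the same heifer. The library kit marks each RNA molecule with a unique molecular identifier (UMI). The authors collapsed the reads by UMI, mapped them to the bovine genome UMD3.1 with Bowtie2 and annotated reads with a perfect match against miRBase. They deposited 1 value per miRNA and library, tags per 1000000 mapped reads (TPM) cut to whole numbers. Each value was the whole part of the read count times a fixed step for the library, between 4.48 and 7.93, so the reads could be calculated back. Of 2253 entries compared with the raw read counts of Supplementary Table S2, 0 differed. Table S1 lists 15466815 to 18047687 raw reads per library. The values used here rest on the reads of known miRNAs only, which numbered 41178 to 52473 in UL (median 41202), 30289 to 74057 in UH (median 52304), 29497 to 43389 in SL (median 32160) and 21466 to 77433 in SH (median 38688). Known miRNAs made up 17.02 to 37.23% of the mapped reads. The 10 most abundant miRNAs took 66.5 to 75.6% of the known miRNA reads, which left few reads for the others. A miRNA with 0 reads in a library could have made up as many as 38.7 (SH3) to 139.8 (SH2) tags per 1000000 known miRNA reads, the limit of 3 reads. These limits cover counting error only. The reads were scaled with TMM factors computed over all 12 libraries to the mean depth and are given below as normalized reads. Differences were tested two-sided with limma on log2(normalized reads + 1), using the 2 groups compared and the miRNAs with at least 1 read in at least 2 of the 3 libraries of a group. On this scale, a fold change understates the change of miRNAs with few reads. A miRNA is referred to as called when it passed the paper's thresholds, an absolute log2 fold change of at least 1 and an unadjusted P of at most 0.05. With 3 libraries against 3, an exact permutation test of a single miRNA cannot give a p under 0.1.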

After adapter trimming and quality control, an average of 4 million reads per library were retained. An average of 25% of reads were mapped and the average proportion of annotated miRNAs was 6.5% (Supplementary Table S1). 

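At least 1 read in at least 2 of the 3 libraries of a group was found for 201 known miRNAs in UL, 204 in UH, 182 in SL and 171 in SH. In any group, 238 known miRNAs met this minimum. Single libraries held between 169 and 221 known miRNAs with a read. The deposited table lists 783 bovine miRNAs, of which 447 were at 0 in all 12 libraries and 336 had a read in at least 1. When at least 5 reads were required in place of 1, the number for any group fell to 150.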

Sequencing data analysis revealed a total of 237 known miRNAs across all groups with at least one counted read in a minimum of two libraries of each group. Moreover, 144 miRNAs were commonly detected in all experimental groups and the highest number of uniquely expressed miRNAs (16 miRNAs) was detected in the UH group (Fig. 3). 

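The libraries gave 148 known miRNAs detected in all 4 groups, and these held between 99.64 and 99.82% of the known miRNA reads of each library. Detection in a single group was found for 15 miRNAs in UH, 12 in UL, 6 in SL and 5 in SH. Of the 15 miRNAs of UH, 14 had at most 2 reads in every UH library, and 12 also had at least 1 read in a library of another group. One of them, miR-2285p (AAAAACTTGAGTGAACTTTTGG), had 2 reads in each UH library and 0 in the 9 others. With all libraries scaled down at random to 21466 reads, 8 miRNAs were detected in UH only, fewer than in UL only or in SL only. This draw was not repeated, so the order could change with another. Leaving out each library in turn gave 4 to 23 such miRNAs, the highest number without UL3.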

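In TPM, let-7b (TGAGGTAGTAGGTTGTGTGGTT) had the highest value in each of the 12 libraries. Its mean was 49217 ± 9803 in UL, 60649 ± 26434 in UH, 49458 ± 4836 in SL and 66564 ± 23251 in SH (SD, n = 3 in every group). The second highest mean in UL, SL and SH and the third highest in UH, after miR-126-3p, was that of let-7a-5p (TGAGGTAGTAGGTTGTATAGTT) with 27182 ± 2717 in UL, 33436 ± 13361 in UH, 24922 ± 1458 in SL and 27713 ± 8077 in SH. The values of miR-126-3p (CGTACCGTGAGTAATAATGCG) were 25704 ± 6556, 41492 ± 28577, 21339 ± 6259 and 16185 ± 9507 in the same order. For let-7f (TGAGGTAGTAGATTGTATAGTT) the mean lay between 9382 ± 2644 in SH and 13126 ± 2555 in UH. The mean of let-7c (TGAGGTAGTAGGTTGTATGGTT) ranged from 5754 ± 1257 in UL to 20508 ± 14219 in SH, and that of miR-423-5p (TGAGGGGCAGAGAGCGAGACTTT) from 5740 ± 2303 in SL to 8514 ± 4270 in SH. Reads of miR-486 (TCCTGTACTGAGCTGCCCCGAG) gave 8354 ± 3913 in UL and 27291 ± 31873 in SH, where the SD exceeded the mean. The let-7 members are near-identical in sequence, so the split of reads between them is less certain than their sum.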

Members of the let-7 family (including let-7a-5p, let-7b, let-7c and let7f.), miR-126-3p, miR-486, and miR-423-5p were among the most abundant miRNAs in all groups (Table 2). A complete list of all expressed miRNAs in all samples is indicated as raw read counts in Supplementary Table S2.

**Figure 3:**
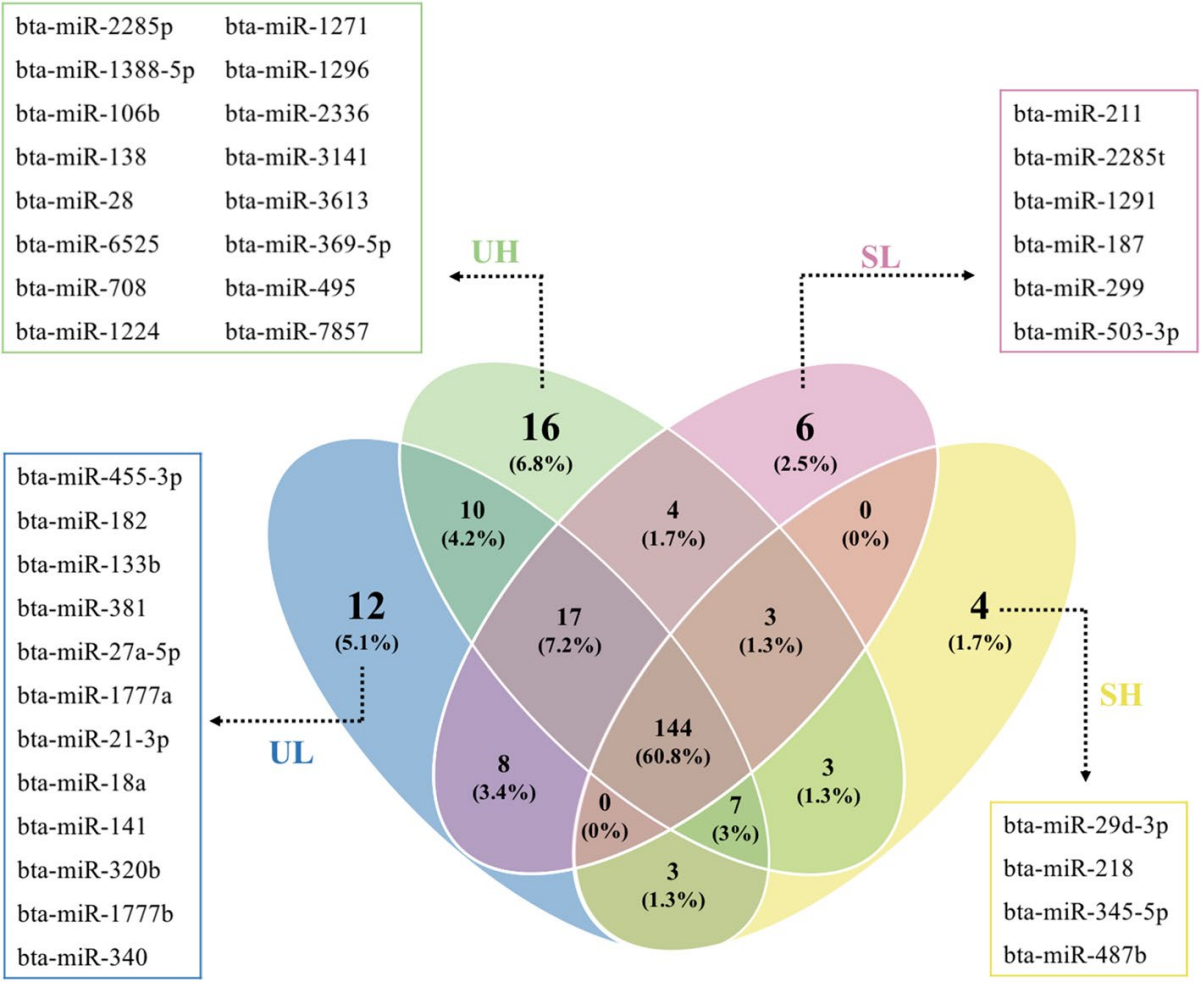
Venn diagram of commonly and uniquely expressed microRNAs in all experimental groups. UH, unstimulated high; UL, unstimulated low; SH, superstimulated high; SL, superstimulated low.

**Table 2:** List of top 20 most abundant miRNAs from plasma extracellular vesicles obtained from high (H) or low (L) responding heifers before (U) or after superstimulation (S).

Name	Average TPM			
	UL	UH	SL	SH
bta-let-7b	49,217	60,649	49,458	66,564
bta-let-7a-5p	27,182	33,436	24,922	27,713
bta-miR-126-3p	25,704	41,492	21,339	16,185
bta-let-7f.	10,820	13,126	9,646	9,382
bta-miR-486	8,354	10,474	8,495	27,291
bta-miR-423-5p	7,779	7,790	5,740	8,514
bta-miR-150	6,066	6,206	8,736	5,295
bta-let-7c	5,754	6,565	8,980	20,508
bta-miR-342	4,406	5,612	5,530	4,960
bta-miR-1468	3,994	5,113	2,815	2,260
bta-miR-16b	3,801	4,539	3,188	3,893
bta-miR-126-5p	3,677	5,352	3,148	2,118
bta-miR-125a	2,860	3,551	2,489	2,371
bta-let-7i	2,620	3,855	3,181	5,263
bta-miR-223	2,438	4,286	3,596	4,346
bta-miR-125b	2,369	2,675	2,991	5,916
bta-miR-30d	2,325	3,000	2,732	2,311
bta-miR-26a	2,061	2,753	2,141	2,088
bta-miR-191	1,769	2,090	1,730	2,312
bta-miR-21-5p	1,666	2,418	1,975	2,225

TPM: Tags Per Million mapped reads.

### Differential expression analysis

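Among unstimulated heifers, 227 miRNAs were tested and 6 were called, 2 higher and 4 lower in UH than in UL. Among superstimulated heifers, 201 were tested and 11 were called, 4 higher and 7 lower in SH than in SL. After Benjamini-Hochberg adjustment, 0 miRNAs had an adjusted P under 0.05 in either comparison, and 6 and 11 had an unadjusted P of at most 0.05. The smallest adjusted P from limma was 0.322 for UH vs. UL and 0.434 for SH vs. SL. In 7.5% of the miRNAs tested for UH vs. UL and 9% of those for SH vs. SL, the libraries of the groups did not overlap. Chance gives 10% for values that all differ, and 9.3% and 9.2% over all splits of these libraries, in which equal values count as overlap. With a minimum of 10 reads as the filter, the calls fell to 1 and 3. With all 4 groups in the same fit, 7 and 21 miRNAs were called.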

Differential expression analysis of EV-miRNAs from the blood plasma of heifers with a divergent response to superstimulation revealed that 12 and 14 miRNAs were significantly dysregulated in unstimulated (UH *vs.* UL) and stimulated (SH *vs.* SL) heifers, respectively. 

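The called miRNA with the most reads was miR-205 (TCCTTCATTCCACCGGAGTCTG), with 21.8 ± 11.1 normalized reads in UH and 49.2 ± 20.2 in UL (SD, n = 3). Its log2 fold change was -1.17 with a standard error of 0.48 (adjusted P = 0.929 from limma), the libraries of the groups overlapped, and it stayed called in 3 of the 6 fits that left out a library. For miR-2285p, which the deposited table lists under this name, the 3 UL libraries had 0 reads, and no fold is given because neither group exceeded 3 reads. Also called, miR-2300b-3p and miR-27a-5p had 0 reads in UH and at most 5 and 4 reads in a UL library. Several miRNAs stayed under the thresholds. miR-454 had 4.7 ± 2.7 normalized reads in UH, at least 1.67-fold higher than UL, where no library exceeded 2 reads. It was not called (adjusted P = 0.929 from limma), but 6 of 16 alternative settings called it. For miR-2419-5p, the log2 fold change was 1.42 with a standard error of 0.85 and only the fit without UH1 called it. miR-141 had 0 reads in UH and 1, 8 and 0 reads in the UL libraries, and 3 of 14 alternatives called it.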

UH heifers exhibited eight down-regulated (including miR-206, miR-1, miR-141, and miR-133a) and four up-regulated miRNAs (miR-6517, miR-454, miR-2419-5p, and miR-228-5p) compared with UL heifers (Fig. 4a,c). 

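In superstimulated heifers, miR-139 (TCTACAGTGCACGTGTCTCCAGT) had 10.8 ± 2.8 normalized reads in SH and 32.1 ± 3.6 in SL (SD, n = 3), and every SH library was below every SL library. Its log2 fold change was -1.50 with a standard error of 0.50 (adjusted P = 0.513 from limma). A larger difference relative to fewer reads was seen for miR-17-5p (CAAAGTGCTTACAGTGCAGGTAGT), with 4.2 ± 3.2 against 16.2 ± 4.0 normalized reads and a log2 fold change of -1.87 (standard error 0.70, adjusted P = 0.666 from limma). It stayed called in 2 of the 6 fits that left out a library, and miR-139 in 5. miR-497 had 2, 2 and 12 reads in the SH libraries and 0 in SL, at least 1.24-fold higher. miR-877 had 3, 3 and 10 reads in SH and at most 1 in SL, at least 1.43-fold higher. Both were called in all 6 of these fits. miR-2285t had no library above 3 reads, so no fold is given. The differences of miR-199c (log2 fold change 2.16, standard error 0.99), miR-204 (1.43, standard error 0.78) and miR-218, which had 0 reads in SL, did not pass the thresholds (adjusted P = 0.666 from limma for each). Among the other called miRNAs, miR-151-5p had 22.6 ± 11.5 normalized reads in SH and 47.4 ± 9.1 in SL, while miR-23b-5p and miR-2284z had at most 2 reads in any library. Without SH2, the library with the fewest reads, 34 miRNAs were called.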

Comparing the same two heifer groups after superstimulation, six down-regulated (including miR-139, miR-206, and miR-17-5p) and eight up-regulated miRNAs (including miR-497, miR-877, miR-494, and miR-6517) were DE in SH compared to SL heifers (Fig. 4b,d). On the other hand, analysis of EV-miRNAs from the same response group of heifers before or after superstimulation revealed that 13 and 10 miRNAs were significantly dysregulated in high (UH *vs.* SH) and low (UL *vs.* SL) responding heifers, respectively. 

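Of 212 miRNAs tested for UH vs. SH, 12 were called, 6 in each direction. Of 214 tested for UL vs. SL, 5 were called, 1 higher and 4 lower in UL. No adjusted P from limma was under 0.05, with 12 and 9 miRNAs at an unadjusted P of at most 0.05, and the smallest adjusted P was 0.29 and 0.702. The libraries of the groups did not overlap for 7.5% and 7.9% of the miRNAs, against 10% by chance for values that all differ and 9.2% and 9.3% over all splits of these libraries. With the heifer as a block, 15 and 3 miRNAs were called. Among the miRNAs of Table 3, the calls covered 6 of 12 for UH vs. UL, 8 of 14 for SH vs. SL, 9 of 13 for UH vs. SH and 2 of 10 for UL vs. SL. The direction was the paper's for all 49 entries. The fold changes were also taken as the log2 ratio of group means with a pseudocount under 1 read added. This is the prior count usual in edgeR, and the scale was chosen after Table 3 had been seen. Over all 49 entries, these fold changes differed from the paper's by a median of 0.09 and by at most 0.47. In 5, 5, 3 and 6 entries of the 4 comparisons, however, a group had 0 reads in every library. There the pseudocount sets the size of the ratio, so closeness to the paper's value is no check. A group with at most 3 reads in every library was involved in 7, 8, 4 and 8 of the Table 3 entries of the 4 comparisons.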

Samples of UH heifers exhibited eight down- (including miR-196a, miR-199a-5p, miR-379, let-7c, and miR-199a-3p) and five up-regulated miRNAs (including miR-17-5p, miR-769, and miR-139) compared to their corresponding samples after stimulation (SH group; Fig. 5a,c). However, samples of UL heifers exhibited three down-regulated (miR-744, miR-199a-3p, and miR-1291) and seven up-regulated miRNAs (including miR-1, miR-497, miR-141, and miR-182) compared to their corresponding samples after stimulation (SL group; Fig. 5b,d).

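The smallest P in this comparison belonged to miR-196a (TAGGTAGTTTCATGTTGTTGGG), with 8.8 ± 3.4 normalized reads in UH and 85.4 ± 85.8 in SH (SD, n = 3). Its log2 fold change was -2.67 with a standard error of 0.72 (adjusted P = 0.29 from limma), all UH libraries were below all SH libraries, and it was called in each of the 6 fits that left out a library. For let-7c, 1143 ± 133 normalized reads in UH stood against 3491 ± 2444 in SH, with a log2 fold change of -1.31 (standard error 0.55, adjusted P = 0.736 from limma). SH1 and SH3 had 5986 and 3384 normalized reads of let-7c, but SH2 had 1101, within the UH range. miR-139 had 35.9 ± 26.4 normalized reads in UH, where it was higher than in SH by a log2 fold change of 1.44 (standard error 0.67). The called miR-877 had at most 2 reads in a UH library and was at least 1.83-fold lower there than in SH. miR-20b, with 5, 0 and 2 reads in UH and 0 in SH, and miR-224, with a log2 fold change of -1.49 (standard error 0.90) were not called (adjusted P = 0.736 from limma for both). Outside the paper's list, miR-196b, miR-126-5p and miR-2285p were called. miR-196b had 8.7 ± 11.5 normalized reads in UH and 37.0 ± 29.5 in SH. Leaving out SH2 raised the calls from 12 to 24, and 12 miRNAs then had an adjusted P under 0.05 from limma: let-7c, miR-125b, miR-126-3p, miR-126-5p, miR-143, miR-196a, miR-196b, miR-199a-3p, miR-199a-5p, miR-199b, miR-379 and miR-1468. Across all alternatives, the smallest adjusted P ranged from 7.7e-07 without SH2 to 0.923 without UH2.

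**Figure D1:**
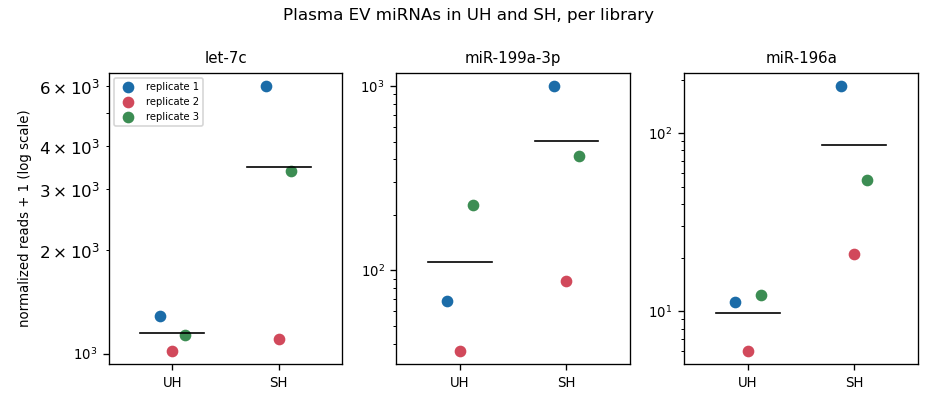
Normalized reads + 1 (log scale) of let-7c, miR-199a-3p and miR-196a in each UH and SH library. Points are single libraries colored by replicate number and lines are group means. SH2 is the lowest SH library for each of the 3 miRNAs, with 1101 normalized reads of let-7c, 86.4 of miR-199a-3p and 20.1 of miR-196a.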

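In L heifers, miR-744 (TGCGGGGCTAGGGCTAACAGCA) had 0, 0 and 1 reads in UL and 2, 8 and 3 reads in SL, at least 1.77-fold lower in UL (adjusted P = 0.702 from limma). It was called in all 6 fits that left out a library. The remaining miRNAs of the paper's list, apart from miR-182, were not called. miR-1291 had 0 reads in UL and 5, 0 and 1 in SL. miR-497 had 2, 0 and 10 reads in UL and 0 in SL, at least 1.04-fold higher. miR-141 had 0 reads in all SL libraries, and miR-494 had 1 read there. The 3 called miRNAs outside the list were miR-23b-5p, miR-181a and miR-211. miR-23b-5p had 0 reads in UL and 1, 1 and 2 in SL, and miR-211 was at least 1.07-fold lower in UL. Without SL2, 15 miRNAs were called in place of 5.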

**Figure 4:**
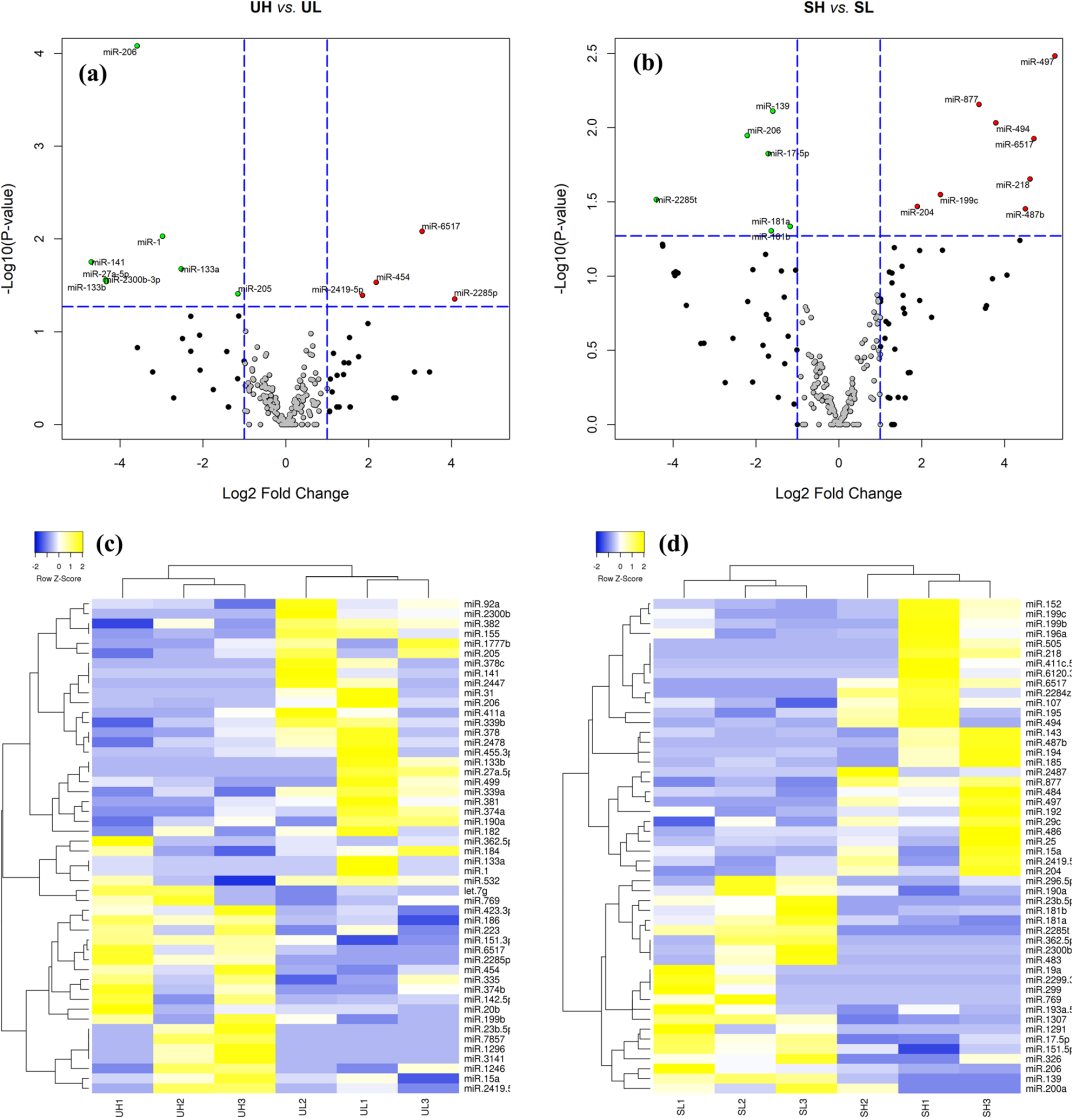
Volcano plot representing microRNA (miRNA) expression level in UH *vs.* UL (**a**) and in SH *vs.* SL heifers (**b**). Each dot represents one miRNA. Upregulated and downregulated miRNAs are labeled with red and green points, respectively. Plots created with R software^88^. Heat map and hierarchical clustering of differentially expressed miRNAs in UH *vs.* UL (**c**) and in SH *vs.* SL heifers (**d**). Yellow and blue colors represent upregulated and downregulated miRNAs, respectively. UH, unstimulated high; UL, unstimulated low; SH, superstimulated high; SL, superstimulated low.

**Figure 5:**
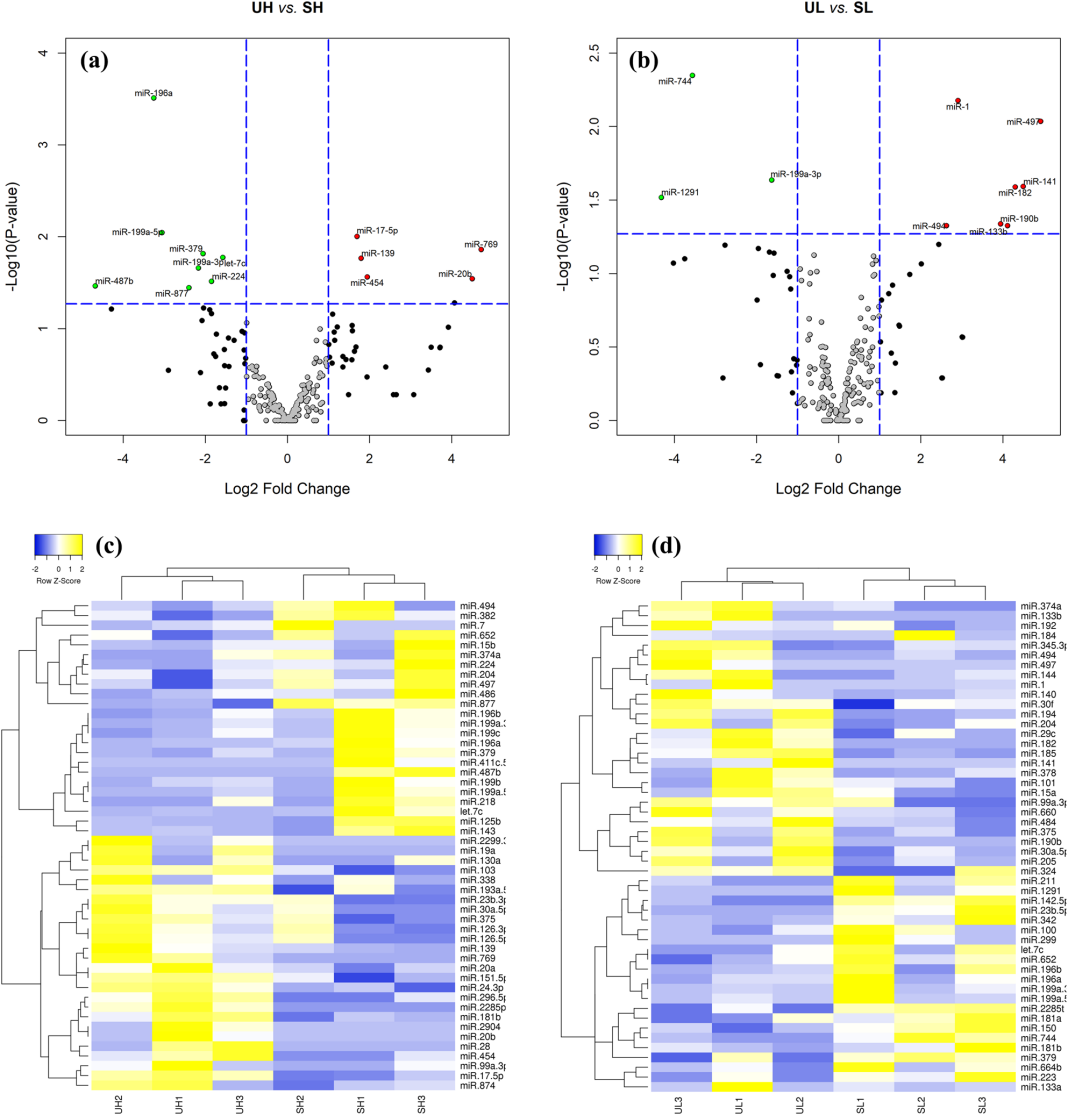
Volcano plot representing microRNA (miRNA) expression level in UH *vs.* SH (**a**) and in UL *vs.* SL heifers (**b**). Each dot represents one miRNA. Upregulated and downregulated miRNAs are labeled with red and green points, respectively. Plots created with R software^88^. Heat map and hierarchical clustering of differentially expressed miRNAs in UH *vs.* SH (**c**) and in UL *vs.* SL heifers (**d**). Yellow and blue colors represent upregulated and downregulated miRNAs, respectively. UH, unstimulated high; SH, superstimulated high; UL, unstimulated low; SL, superstimulated low.

Interestingly, comparison of H and L responding U and S heifers revealed two common DE miRNAs (miR-206 and miR-6517) with the same differential expression pattern without or with stimulation. Similarly, miR-199a-3p was commonly DE in U compared to S heifers irrespective of response to superstimulation with the same expression pattern. 

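In unstimulated heifers, miR-206 had 3.2 ± 1.6 normalized reads in UH and 38.6 ± 41.7 in UL (SD, n = 3), a log2 fold change of -2.79 (standard error 0.73, adjusted P = 0.322 from limma). In superstimulated heifers it had 5.0 ± 2.7 in SH and 21.9 ± 16.1 in SL, a log2 fold change of -1.80 (standard error 0.71, adjusted P = 0.666 from limma). Every H library was below every L library of the same cycle. UL1 and SL1, taken to come from the same heifer, had the most miR-206 of their groups, 86.6 and 40.5 normalized reads. Without UL1 the log2 fold change for UH vs. UL was -1.95 and still called. Without SL1 that for SH vs. SL was -1.26 and not called. miR-6517 (TCAGGGTCCGTGAGCTCCTCGGC) had 5, 2 and 6 reads in UH and 0, 1 and 0 in UL, at least 1.57-fold higher. In SH it had 4, 1 and 5 reads, and in SL 0, and the depth did not allow a fold above the limit of 3 reads. The fitted log2 fold changes were 1.96 (standard error 0.72) for UH vs. UL and 2.09 (standard error 0.64) for SH vs. SL. The adjusted P values from limma were 0.929 and 0.434. For UH vs. UL, miR-206 had an adjusted P under 0.05 from limma without a filter on low reads and with the replicate number as a block, and the smallest adjusted P of this comparison ranged over all alternatives from 0.00022 without a filter to 0.98 without UL1. Between H and L, this block joins different heifers that share only a number. Without UL1, miR-6517 was not called for UH vs. UL, and miR-206 was not called for SH vs. SL without SH1, without SH3 or with mapped reads as library sizes. These 2 miRNAs were the only ones called in both comparisons in the same direction. In simulated libraries without any difference between groups, the mean number of shared calls was 0.36, and 5 of 100 simulations gave at least 2. Splits of the 6 heifers keep the U and S libraries of a heifer together. Of 10 such splits, the real one included, 2 gave as many, so chance cannot be ruled out from these libraries. The paper also assayed miR-206 and miR-6517 by RT-qPCR in other heifers, an experiment not analysed here.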

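For miR-199a-3p (ACAGTAGTCTGCACATTGGTTA), UH had 109.8 ± 102.2 normalized reads and SH 499.5 ± 460.7 (SD, n = 3), a log2 fold change of -2.00 (standard error 0.70). It was called in this comparison (adjusted P = 0.736 from limma), in which the libraries overlapped. UL had 69.3 ± 16.3 and SL 210.9 ± 209.9, a log2 fold change of -1.12 (standard error 0.58) that did not pass the thresholds (adjusted P = 0.702 from limma). It passed them with the heifer as a block, without a filter on low reads, and without SL2. Without SL1 the log2 fold change for UL vs. SL was -0.33. No miRNA was called in both comparisons, and with the heifer as a block or without a filter, 1 was (miR-199a-3p). A mean of 0.38 was shared between simulated comparisons without any difference. Every simulation gives at least 0, so this comparison decides nothing.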

All DE miRNAs in all comparisons are presented in Table 3 and Fig. 6.

**Table 3:** Differentially expressed (DE) miRNAs from plasma extracellular vesicles obtained from high (H) or low (L) responding heifers before (U) or after superstimulation (S).

UH *vs.* UL			SH *vs.* SL		
MicroRNA	Log_2_ FC	*P-*value	MicroRNA	Log_2_ FC	*P-*value
bta-miR-228-5p	4.1	0.044	bta-miR-497	5.2	3.20E−03
bta-miR-6517	3.3	8.20E−03	bta-miR-6517	4.7	0.012
bta-miR-454	2.2	0.029	bta-miR-218	4.6	0.022
bta-miR-2419-5p	1.8	0.041	bta-miR-487b	4.5	0.035
bta-miR-205	− 1.2	0.039	bta-miR-494	3.8	9.20E−03
bta-miR-133a	− 2.5	0.021	bta-miR-877	3.4	6.90E−03
bta-miR-1	− 3.0	9.30E−03	bta-miR-199c	2.4	0.028
bta-miR-206	− 3.6	8.30E−05	bta-miR-204	1.9	0.034
bta-miR-27a-5p	− 4.3	0.028	bta-miR-181a	− 1.2	0.046
bta-miR-133b	− 4.3	0.029	bta-miR-139	− 1.6	7.70E−03
bta-miR-2300b-3p	− 4.4	0.028	bta-miR-181b	− 1.6	0.049
bta-miR-141	− 4.7	0.018	bta-miR-17-5p	− 1.7	0.015
			bta-miR-206	− 2.2	0.011
			bta-miR-2285t	− 4.4	0.03

UH *vs.* SH			UL *vs.* SL		
MicroRNA	Log_2_ FC	*P-*value	MicroRNA	Log_2_ FC	*P-*value
bta-miR-769	4.7	0.013	bta-miR-497	4.9	9.20E−03
bta-miR-20b	4.5	0.028	bta-miR-141	4.5	0.026
bta-miR-454	1.9	0.027	bta-miR-182	4.3	0.026
bta-miR-139	1.8	0.017	bta-miR-133b	4.1	0.047
bta-miR-17-5p	1.7	9.89E−03	bta-miR-190b	3.9	0.046
bta-let-7c	− 1.6	0.016	bta-miR-1	2.9	6.66E−03
bta-miR-224	− 1.9	0.03	bta-miR-494	2.6	0.047
bta-miR-379	− 2.1	0.015	bta-miR-199a-3p	− 1.6	0.023
bta-miR-199a-3p	− 2.2	0.021	bta-miR-744	− 3.6	4.48E−03
bta-miR-877	− 2.4	0.035	bta-miR-1291	− 4.3	0.03
bta-miR-199a-5p	− 3.1	8.96E−03			
bta-miR-196a	− 3.3	3.08E−04			
bta-miR-487b	− 4.7	0.034

**Figure 6:**
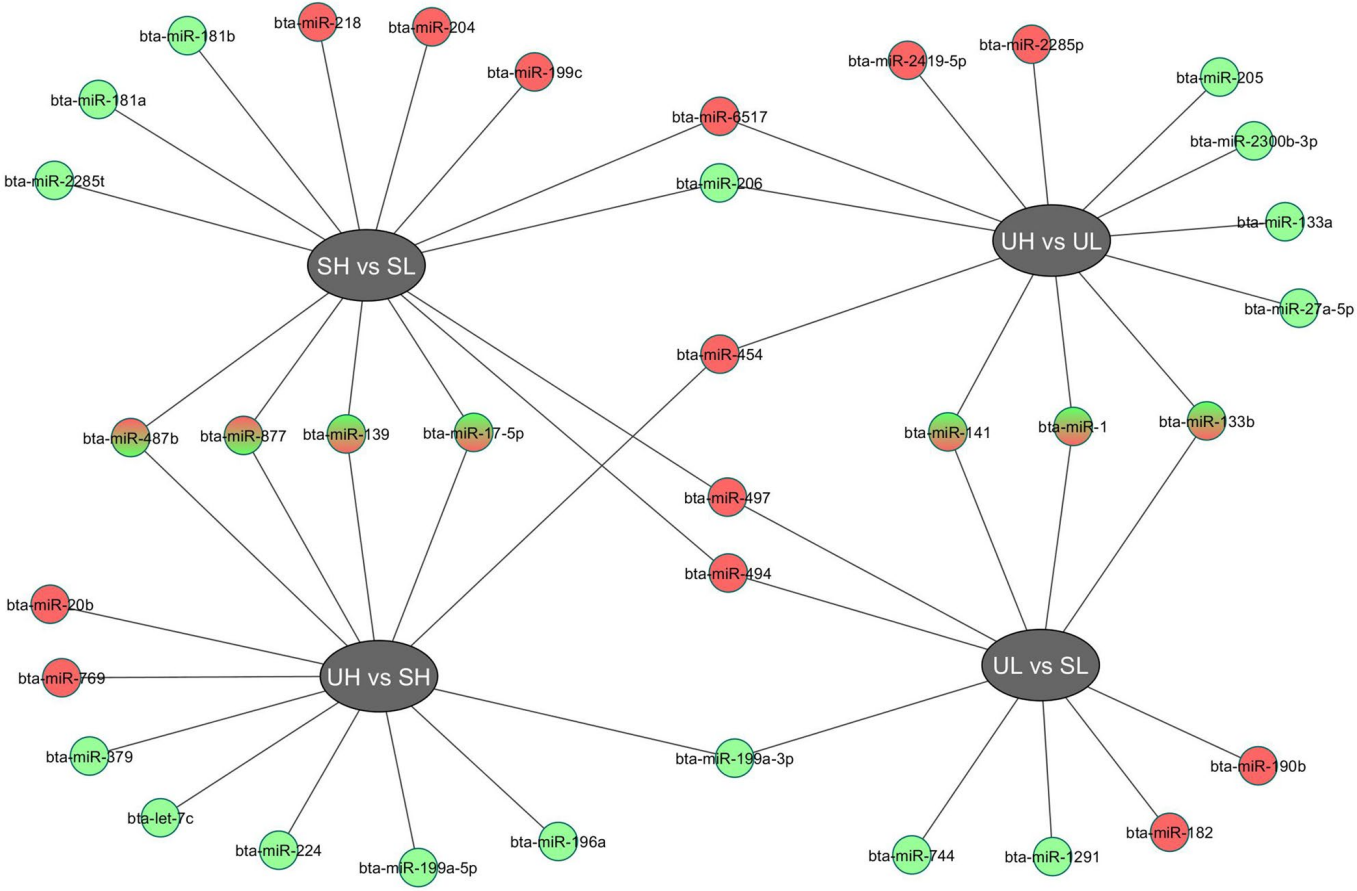
All differentially expressed microRNAs from all comparisons. Upregulated and downregulated microRNAs for each comparison are labeled with red and green, respectively.

### Clusters and families of differentially expressed miRNAs

A cluster of miRNAs is a set of two or more miRNAs that are transcribed from adjacent genes on the same chromosome (within ~ 10 Kb distance). The exact genomic location and the cluster information for all DE miRNAs were retrieved from the mirBase database. A total of eight DE miRNAs were involved in four different clusters with two miRNAs per cluster (Table 4). 

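miR-181a (AACATTCAACGCTGTCGGTGAGTT) and miR-181b (AACATTCATTGCTGTCGGTGGGTT) lie on chromosome 11, from 95966066 to 95966175 and from 95967281 to 95967369 in the paper's Table 4. miR-181a had 21.1 ± 5.2 normalized reads in SH and 47.4 ± 16.6 in SL (SD, n = 3), a log2 fold change of -1.10 (standard error 0.47, adjusted P = 0.666 from limma). miR-181b had 3.4 ± 1.2 and 11.9 ± 8.5, a log2 fold change of -1.39 (standard error 0.74). Every SH library was below every SL library for both, but miR-181b was not called (adjusted P = 0.666 from limma), except in the fit without the mean-variance trend. miR-181a stayed called in 2 of the 6 fits that left out a library. miR-181a was also called for UL vs. SL, with a log2 fold change of -1.02 (standard error 0.45). That of miR-181b was -0.97 (standard error 0.66). For UH vs. UL, the values were 0.39 and 0.50, within 1 standard error of 0.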

In the first cluster, miR-181a and miR-181b were differentially regulated in only one comparison (SH *vs.* SL), both exhibiting the same expression pattern. The other three clusters were involved in different comparisons. In cluster 3 (miR-206 and miR-133b), both miRNAs were down-regulated in the UH compared to the UL group. In addition, miR-133b was up-regulated in UL compared to SL heifers and miR-206 was down-regulated in SH compared to SL heifers. 

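The paper's Table 4 places miR-206 on chromosome 23 from 24353667 to 24353752 and miR-133b from 24357763 to 24357846, both on the plus strand. miR-133b had 0 reads in all 3 UH libraries and 5, 0 and 2 reads in UL, so no fold is given. Its difference did not pass the thresholds (adjusted P = 0.929 from limma), and 5 of 14 alternatives called it.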

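The SL libraries also had 0 reads of miR-133b, and the difference from UL was not called (adjusted P = 0.702 from limma). miR-133b was not tested for SH vs. SL because neither group had a read in at least 2 libraries.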

The same pattern was observed in cluster 4 including miR-1 and miR-133a. These expression patterns indicated that these miRNA clusters tend to be less abundant in H *vs.* L responding heifers. On the other hand, cluster 2 (miR-494 and miR-379) showed a higher abundance in SH compared to either SL or UH group (Table 4).

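Cluster 4 lies on chromosome 24, with miR-1 from 34928847 to 34928931 and miR-133a from 34932166 to 34932252 in the paper's Table 4. miR-1 had 1246 reads in UL1, against 41 in UL2, 77 in UL3 and 30 to 62 in the UH libraries. The means were 420.5 ± 630.7 normalized reads in UL and 52.2 ± 35.5 in UH (SD, n = 3), and the libraries overlapped. The log2 fold change was -1.72 (standard error 0.84, adjusted P = 0.929 from limma), and -0.26 without UL1. miR-133a had 506 reads in UL1, 22 in UL2, 28 in UL3 and 21 to 33 in UH. Its log2 fold change was -1.27 (standard error 0.81), and 0.14 without UL1. Between UL and SL, miR-1 had a log2 fold change of 1.51 (standard error 0.95), which was 0.04 without UL1. None of these differences was called. With the replicate number as a block or without a filter on low reads, however, miR-1 and miR-133a were called for UH vs. UL. In both of these fits, miR-1 had an adjusted P under 0.05 from limma. Between H and L, however, the block joins different heifers that share only a number, so it is not a pairing by heifer. For UH vs. UL, miR-1 was also called with library sizes without TMM, with mapped reads as library sizes and without UL2. For UL vs. SL, miR-1 was called only without a filter.

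**Figure D2:**
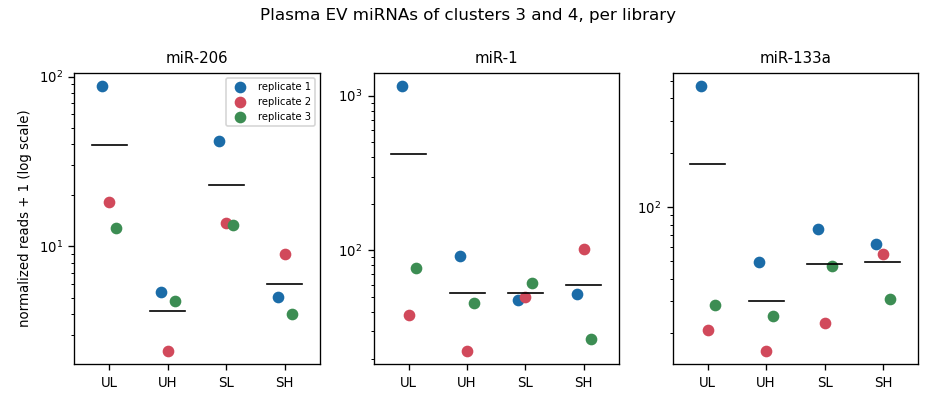
Normalized reads + 1 (log scale) of miR-206, miR-1 and miR-133a in each of the 12 libraries by group. Points are single libraries colored by replicate number and lines are group means. UL1 is the highest library for all 3, with 86.6, 1149 and 466.4 normalized reads.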

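In superstimulated heifers, miR-1 and miR-133a had log2 fold changes of -0.02 (standard error 0.50) and 0.13 (standard error 0.52) between SH and SL, both smaller than the standard error. Their means in SH were 59.1 ± 37.9 and 48.7 ± 16.5 normalized reads, and in SL 52.1 ± 7.2 and 47.6 ± 26.6 (SD, n = 3).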

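Cluster 2 lies on chromosome 21, with miR-494 from 67848049 to 67848133 and miR-379 from 67840242 to 67840327 in the paper's Table 4. miR-494 had 11, 4 and 0 reads in the SH libraries and 0, 1 and 0 in SL, at least 2.02-fold higher in SH. The difference was not called (adjusted P = 0.666 from limma), except with the replicate number as a block or without SH3. miR-379 had 30.2 ± 24.5 normalized reads in SH, 15.0 ± 2.3 in SL and 6.9 ± 4.7 in UH (SD, n = 3). Between SH and SL its log2 fold change of 0.52 was smaller than the standard error of 0.74. For UH vs. SH, miR-494 had a log2 fold change of -1.07 with a standard error of 1.02.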

**Table 4:** Differentially expressed miRNAs clusters and their distribution on bovine chromosomes.

Cluster	Comparison	miRNA	Chr	Start	End	Strand	Log_2_ FC	*P-*value
1	SH *vs.* SL	bta-miR-181a	11	95,966,066	95,966,175	+	− 1.2	0.046
	SH *vs.* SL	bta-miR-181b	11	95,967,281	95,967,369	+	− 1.6	0.049
2	SH *vs.* SL	bta-miR-494	21	67,848,049	67,848,133	+	3.8	0.009
	UL *vs.* SL	bta-miR-494	21	67,848,049	67,848,133	+	2.6	0.047
	UH *vs.* SH	bta-miR-379	21	67,840,242	67,840,327	+	− 2.1	0.015
3	SH *vs.* SL	bta-miR-206	23	24,353,667	24,353,752	+	− 2.2	0.011
	UH *vs.* UL	bta-miR-206	23	24,353,667	24,353,752	+	− 3.6	8.33E−05
	UH *vs.* UL	bta-miR-133b	23	24,357,763	24,357,846	+	− 4.3	0.028
	UL *vs.* SL	bta-miR-133b	23	24,357,763	24,357,846	+	4.1	0.047
4	UH *vs.* UL	bta-miR-1	24	34,928,847	34,928,931	+	− 2.9	0.009
	UL *vs.* SL	bta-miR-1	24	34,928,847	34,928,931	+	2.9	0.006
	UH *vs.* UL	bta-miR-133a	24	34,932,166	34,932,252	+	− 2.5	0.021

A miRNA family consists of a group of miRNAs that share a common sequence or structure configuration and subsequently have similar biological functions. As indicated in Table 5, 14 DE miRNAs were involved in seven different families with two miRNAs per family. For example, the miRNA families 29 (miR-133a and miR-133b) and 38 (miR-206 and miR-1) exhibited a common pattern of lower abundance in H compared to L heifers. However, family 18, including miR-494 and miR-487b, exhibited a pattern of higher abundance in the SH compared to the SL group (Table 5).

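The deposited sequences are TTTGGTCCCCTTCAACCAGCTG for miR-133a and TTTGGTCCCCTTCAACCAGCTA for miR-133b, and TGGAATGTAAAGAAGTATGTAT for miR-1 and TGGAATGTAAGGAAGTGTGTGG for miR-206. The members of family 29 are near-identical, which limits how well their reads can be told apart. miR-133b had 2.2 ± 2.3 normalized reads in UL and miR-133a 171.3 ± 255.6 (SD, n = 3), and the lower value of miR-133a in UH did not hold without UL1. As a share of all normalized reads, the 7 muscle miRNAs of a list set in advance made up 4.52% in UL1 and 0.07 to 0.42% in the 11 other libraries. For this share, no difference was detectable between UH and UL (exact permutation test, two-sided, p = 0.5) or between SH and SL (p = 0.6, same exact test), where 0.1 is the smallest p possible.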

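miR-487b (AATCGTACAGGGTCATCCACTT) lies on chromosome 21 from 67861931 to 67862014 in the paper's Table 5. It had 2, 0 and 8 reads in the SH libraries and 0 reads in SL. The depth did not allow a fold above the limit of 3 reads, and the difference was not called (adjusted P = 0.666 from limma). It was called with all 4 groups in the same fit, with voom weights and without SH2.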

**Table 5:** Differentially expressed miRNA families and their distribution on bovine chromosomes.

Accession	Comparison	miRNA	Chr	Start	End	Strand	Log_2_ FC	*P-*value
MIPF0000001	SH *vs.* SL	bta-miR-17-5p	12	66,421,236	66,421,319	+	− 1.7	0.014
	UH *vs.* SH	bta-miR-17-5p	12	66,421,236	66,421,319	+	1.7	0.009
	UH *vs.* SH	bta-miR-20b	X	18,021,463	18,021,531	−	4.5	0.028
MIPF0000007	SH *vs.* SL	bta-miR-181a	11	95,966,066	95,966,175	+	− 1.2	0.046
	SH *vs.* SL	bta-miR-181b	11	95,967,281	95,967,369	+	− 1.6	0.049
MIPF0000018	SH *vs.* SL	bta-miR-494	21	67,848,049	67,848,133	+	3.8	0.009
	UL *vs.* SL	bta-miR-494	21	67,848,049	67,848,133	+	2.6	0.047
	SH *vs.* SL	bta-miR-487b	21	67,861,931	67,862,014	+	4.5	0.035
	UH *vs.* SH	bta-miR-487b	21	67,861,931	67,862,014	+	− 4.7	0.034
MIPF0000029	UH *vs.* UL	bta-miR-133b	23	24,357,763	24,357,846	+	− 4.3	0.028
	UL *vs.* SL	bta-miR-133b	23	24,357,763	24,357,846	+	4.1	0.047
	UH *vs.* UL	bta-miR-133a	24	34,932,166	34,932,252	+	− 2.5	0.021
MIPF0000038	SH *vs.* SL	bta-miR-206	23	24,353,667	24,353,752	+	− 2.2	0.011
	UH *vs.* UL	bta-miR-206	23	24,353,667	24,353,752	+	− 3.6	8.33E−05
	UH *vs.* UL	bta-miR-1	24	34,928,847	34,928,931	+	− 2.9	0.009
	UL *vs.* SL	bta-miR-1	24	34,928,847	34,928,931	+	2.9	0.006
MIPF0000040	UH *vs.* SH	bta-miR-199a-5p	16	40,646,156	40,646,259	−	− 3.1	0.008
	UH *vs.* SH	bta-miR-199a-3p	16	40,646,156	40,646,259	−	− 2.2	0.021
	UL *vs.* SL	bta-miR-199a-3p	16	40,646,156	40,646,259	−	− 1.6	0.023
MIPF0000747	UH *vs.* UL	bta-miR-2285p	13	36,776,800	36,776,880	+	4.1	0.044
	SH *vs.*SL	bta-miR-2285t	3	7,976,721	7,976,803	−	− 4.4	0.030

### Novel and putative miRNA expression

A list of novel and putative miRNAs is presented in Supplementary Table S3. One novel miRNA was detected on chromosome 17 the sequence of which matched human hsa-miR-203a. This miRNA was significantly up-regulated in the UL compared to the SL group. A total of 18 putative miRNAs were predicted from the unannotated sequence reads based on the surrounding genome sequence and the structural capability to fold into a hairpin shape. Interestingly, seven out of the 18 putative miRNAs were mapped to an adjacent genome region (~ 10 Kb) on chromosome 25 as one cluster. In addition, two putative miRNAs were significantly up-regulated in SH compared to SL heifers (Supplementary Table S3).

### Target gene prediction, gene ontology, and pathway analysis

Comparing the UH *vs.* UL group, a total of 2363 and 1421 genes were predicted to be targeted by the down- and up-regulated miRNAs, respectively. KEGG pathway analysis revealed that signaling pathways including Hippo, PI3K-Akt, Wnt, Ras, RAP1, and MAPK were the top pathways targeted by the down-regulated miRNAs (Supplementary Fig. S1, Table S4). The PI3K-Akt and RAP1 signaling pathways were also targeted by the up-regulated miRNAs in addition to VEGF signaling, regulation of lipolysis in adipocytes, regulation of cytoskeleton and focal adhesion pathways (Supplementary Fig. S1, Table S4). Among the predicted genes, 225 and 40 were commonly targeted by at least two of the down- and up-regulated miRNAs, respectively (Supplementary Table S5).

Comparison of the SH *vs.* SL groups revealed a total of 1138 and 2224 genes as predictably targeted by the down- and up-regulated miRNAs, respectively. Signaling pathways including MAPK, estrogen (E2), oxytocin, and Wnt in addition to circadian rhythm were the top targeted pathways by the down-regulated miRNAs. However, PI3K-Akt, RAP1, Hippo signaling and focal adhesion pathways were the top targeted pathways by the up-regulated miRNAs (Supplementary Fig. S1, Table S6). Among the predicted genes, 44 and 164 were commonly targeted by at least two of the down- and up-regulated miRNAs, respectively (Supplementary Table S7).

Five down-regulated miRNAs in H compared to L responding heifers were among the experimentally validated bovine miRNA-target gene list. Interaction networking between these miRNAs and their validated targets is presented in Fig. 7.

**Figure 7:**
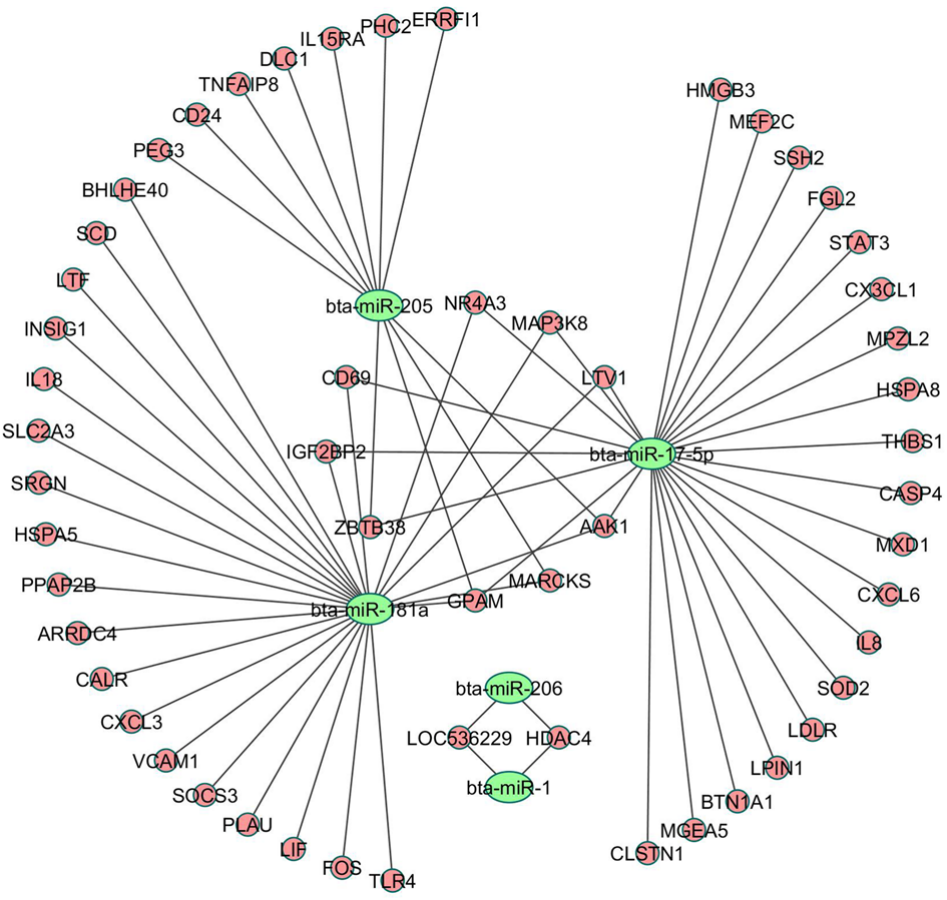
Interaction networking of five down-regulated miRNAs in H compared to L responding heifers and their experimentally validated target genes obtained from miRTarBase 8.0 database.

### Quantitative reverse transcription PCR (RT-qPCR) validation

Of the eight DE-miRNAs selected for validation using independent samples and including 13 different comparisons between the groups, four miRNAs including six different comparisons were significantly different, consistent with the RNA-Seq data (*P* < 0.05). The remaining four miRNAs exhibited the same pattern of expression as seen in the RNA-Seq data, but did not reach statistical significance (Fig. 8).

**Figure 8:**
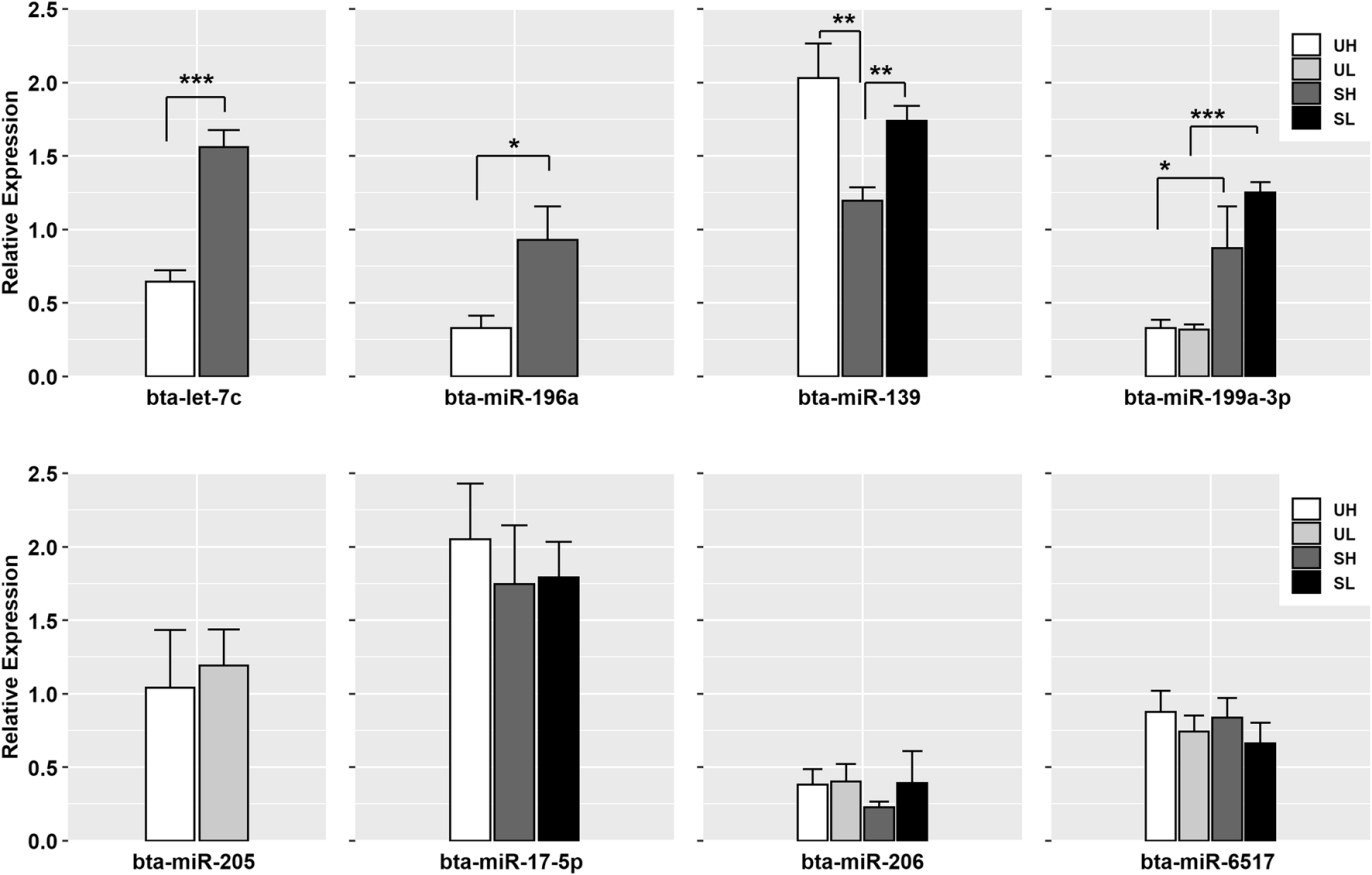
RT-qPCR validation of selected DE-miRNAs in the different group comparisons. Data are shown as means ± SEM (n = 4/group). *P < 0.05, **P < 0.01, ***P < 0.001. UH, unstimulated high; UL, unstimulated low; SH, superstimulated high; SL, superstimulated low. Figure created with R software^88^.

## Discussion

The present study aimed to characterize the plasma EV-miRNA profiles of the same heifers in an U and S cycle taking into account their ovarian response (high or low) to superstimulation treatment. The main findings were that (i) heifers exhibited a significant variation in response to ovarian stimulation, (ii) EV-miRNA profiles in plasma differed between U and S cycles, and (iii) EV-miRNA profiles differed between H and L responding heifers. Data were validated in an independent group of heifers with divergent responses to superstimulation using RT-qPCR. These characterized miRNAs could be useful as biomarkers to predict the superstimulation response of heifers as well as to understand the potential role of miRNAs in follicular development after superstimulation.

In this study, we observed a low mapping rate, and a low proportion of mapped reads were annotated to known miRNAs. This has been commonly observed in the exosomal and extracellular studies compared to cellular RNAseq. For instance, small RNAseq analysis from bovine plasma and blood cells exhibited mapping rates of 38.1% and 94.3%, respectively^40^. Moreover, comparing cellular and exosomal RNA biotypes revealed that exosomes contained a greater proportion of Piwi-interacting RNA (piRNA) and ribosomal RNA, while cells expressed proportionally more miRNA and small nucleolar RNA^41^. In humans, higher percentages of unmapped reads (30–50%) and short reads (20–50%) with a lower proportion of reads annotated to miRNA (2.3–7%) were reported after serum EV small RNAseq analysis^42^. In another study, plasma EV small RNAseq revealed a mapping rate of 27–43% and 3.7% of reads annotated to miRNAs^43^. It has been suggested that the mapping failure of EV-RNAs reads to the reference genome is due to the possibility that EVs may contain genetic material of different sources like microorganisms or other species^44^.

The term EV describes heterogeneous mixtures of vesicles including exosomes and microvesicles^45^. These vesicles are lipid bilayer membrane-enveloped particles containing protein, lipid, RNA, and DNA cargoes and are secreted by almost all cell types into the surrounding microenvironment and body fluids with an emerging role in cellular crosstalk^14,46^. In the last few years, EV-miRNAs have been considered as potential biomarkers for diagnosis and prediction of different physiological and pathological conditions in mammals. For instance, the expression pattern of EV-miRNAs from follicular fluid has been reported to be influenced by energy balance status in postpartum dairy cows^47^ and by body mass index in humans^48^. In relation to ovarian stimulation, distinct miRNA profiles have been identified in serum as predictive molecular markers for ovarian response to stimulation in humans^49^. In cattle, alterations in the abundance of EV-miRNAs in blood plasma and follicular fluid have been correlated with ovarian superstimulation^26^. In our study, potential EV-enclosed miRNA biomarkers of the response to ovarian stimulation were identified in the blood plasma of heifers before and after superstimulation. Comparing H and L responding heifers before (U) and after (S) superstimulation revealed two common DE miRNAs (miR-206 and miR-6517) with the same expression pattern in both statuses. MiR-206 was down-regulated while miR-6517 was upregulated in H compared to L heifers. Previously, it was demonstrated that miR-206 directly targets and reduces endogenous expression levels of E2 receptor-α (ERα) mRNA and protein in human cells^50^. ERα mainly mediates the biological activity and proliferative effects of E2 on the reproductive tissues including the ovarian follicular cells^51^. ERα knockout mouse females were found to be sterile and the vast majority of the preovulatory follicles did not ovulate upon superovulation treatment^52^. These observations were confirmed in ERα knock-in mice, which have a mutation in ERα that disrupts DNA binding, and do not respond to superovulation treatment^53^. A recent study in goats reported that miR-206 expression was down-regulated in the large follicles of multiparous compared to uniparous goats suggesting its potential involvement in the regulation of ovulation rate^54^. Moreover, in the study of Noferesti et al.^26^, miR-206 was down-regulated in the follicular fluid of S compared to U heifers. Based on the mirBase database, we identified four different clusters of miRNAs including two DE miRNAs each (Table 4). In the third and fourth clusters, miR-206, miR-133b, miR-1 and miR-133a were all down-regulated in UH compared to UL heifers. Meanwhile, miR-206 together with miR-1 and miR-133a with miR-133b can be categorized as two miRNA families and therefore are predicted to target the same genes. As described above, miR-206 is inversely correlated with E2 biological activity by targeting ERα. Similarly, miR-133a has been reported to be highly expressed miRNA in the case of E2 deficiency^55^. In contrast, miR-133b was found to stimulate ovarian estradiol synthesis by targeting *Foxl2* mRNA^56^. Several studies identified the three miRNAs, miR-206, miR-1, and miR-133a as muscle-abundant miRNAs and their abundance in serum was considered a biomarker of muscular dystrophy in animal models^57,58^ and human patients^59^. In humans, a strong correlation between muscular dystrophy and diminished ovarian reserve with a low response to ovarian stimulation has been reported^60,61^. These results together with the findings of the current study suggest that miR-206, miR-1 and miR-133a could be potential biomarkers of the ovarian response to superstimulation. Another interesting miRNA family and cluster, including miR-181a and miR-181b, exhibited significant down-regulation in SH compared to SL heifers. Previously, Zhang et al.^62^ demonstrated that miR-181a suppresses the proliferation of mouse granulosa cells via targeting activin receptor IIA mRNA and its expression was reduced in preantral follicles compared to primary follicles. In cattle, the expression of miR-181 family was down-regulated in granulosa cells of subordinate compared to the dominant follicles at day 7 of the estrous cycle^63^. These results indicate a regulatory role of the miR-181 family in follicular recruitment and development and thus in the ovarian response to superstimulation.

Irrespective of the DE miRNAs, we found a number of highly abundant EV-miRNAs in all tested samples (Table 2) with no expression differences among the different comparisons except for let-7c. 

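All 20 miRNAs of Table 2 were tested in each comparison. None of them was called for UH vs. UL, SH vs. SL or UL vs. SL. Between UL and SL, miR-150 and miR-223 had an unadjusted P under 0.05 from limma with log2 fold changes of -0.59 and -0.68, below the minimum of 1. For UH vs. SH, let-7c and miR-126-5p (CATTATTACTTTTGGTACGCG) were called. miR-126-5p had 874.1 ± 412.9 normalized reads in UH and 427.8 ± 312.1 in SH (SD, n = 3), a log2 fold change of 1.16 (standard error 0.50, adjusted P = 0.736 from limma). The libraries overlapped, and it was called in 2 of the 6 fits that left out a library. miR-126-3p changed in the same direction, with a log2 fold change of 1.22 (standard error 0.62), and was not called. Without SH2, let-7c, miR-125b, miR-126-3p, miR-126-5p and miR-1468 had an adjusted P under 0.05 from limma for UH vs. SH, where the smallest adjusted P over all alternatives ranged from 7.7e-07 without SH2 to 0.923 without UH2.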

Members of the let-7 family, including let-7b, -7a-5p, -7c, and -7i, as well as miR-125, miR-126, miR-16b, miR-21-5p, and miR-26a were among the top 20 abundant miRNAs in all samples. All of these miRNAs have been reported among the most abundant miRNAs in whole ovaries or follicular/luteal tissues of several mammalian species (reviewed by Donadeu et al.^64^). In addition, previous studies reported the let-7 family as a highly abundant miRNA family in bovine ovarian and follicular cells^65–67^ as well as throughout the lifespan of the bovine CL^68^ with a significant potential role in ovarian function. .

Plasma EV-miRNA profiles exhibited some differences between U and S cycles in both H and L responding heifers. The effect of superstimulation treatment on the expression level of specific miRNAs correlated with follicular health and development has been reported in the granulosa cells of the stimulated cows^69^. 

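Within heifers, as paired by library number, miR-199a-3p rose from the U to the S cycle in 5 of 6. In heifers H1, H2 and H3, normalized reads went from 67.5 to 996.3, from 35.6 to 86.4 and from 226.3 to 415.7. In L1 and L3, they went from 86.6 to 450.7 and from 54.3 to 122.1, and in L2 from 66.8 to 60.1.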

Interestingly, in the current study, we found that miR-199a-3p was commonly up-regulated after superstimulation in both H and L responding heifers. In addition, miR-199a-5p, a member of the same family, showed the same pattern in H responding heifers. 

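miR-199a-5p (CCCAGTGTTCAGACTACCTGTT) had 1, 2 and 7 reads in UH and 38, 0 and 37 reads in SH. The means of 2.7 ± 2.2 and 24.4 ± 25.6 normalized reads (SD, n = 3) gave a log2 fold change of -1.67 (standard error 1.15, adjusted P = 0.766 from limma). The difference was not called. It was called without SH2 and with voom weights. Between UL and SL, the log2 fold change was -0.99 (standard error 0.98).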

Previously, it has been reported that miR-199a family was up-regulated in ovarian granulosa cells of patients with exhibiting a hyper-response to ovarian stimulation compared with normal responding patients^70^. A dysregulation in the expression of miR-199a-3p has been reported in the follicular and luteal phases in the ovine ovary^71^ and in subordinate and dominant follicles at day 7 of the estrous cycle in cattle^63^. In addition, miR-199a was categorized among the most abundant miRNAs in whole ovaries with a potential role in follicular and luteal development^64^. On the other hand, miR-17-5p and miR-182 were down-regulated in the S cycle of H and L heifers, respectively compared to the U cycle. Both miRNAs play a role in regulating luteal steroidogenesis in bovine luteal tissues^72^ and human follicular cells^73^. 

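miR-17-5p had 12, 20 and 18 reads in UH and 2, 1 and 13 reads in SH. Its log2 fold change for UH vs. SH was 1.80 (standard error 0.81, adjusted P = 0.736 from limma), with every UH library above every SH library, and it was called in 2 of the 6 fits that left out a library. miR-182 (TTTGGCAATGGTAGAACTCACACT) had 5, 2 and 1 reads in UL and 0 reads in SL. Its difference was called (adjusted P = 0.702 from limma), and in 5 of the 6 fits that left out a library, but no fold above the limit of 3 reads is given.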

Recently, de Ávila et al.^74^ investigated the EV-miRNA content of bovine follicles at different stages of the estrous cycle in association with different follicular fluid P4 concentrations. A group of EV-miRNAs was up-regulated in the follicular fluids of the low compared with the high P4 group. 

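miR-769 (TGAGACCTCCGGGTTCTGAGCT) had 2, 7 and 1 reads in UH and 0 in SH, and was called (adjusted P = 0.736 from limma). miR-454 (TAGTGCAATATTGCTTATAGGGT) had 4.7 ± 2.7 normalized reads in UH and 0.8 ± 1.4 in SH (SD, n = 3), with a log2 fold change of 1.80 (standard error 0.82, adjusted P = 0.736 from limma). miR-190b (TGATATGTTTGATATTGGGTT) had 0, 3 and 3 reads in UL and 0 in SL. It was not called (adjusted P = 0.702 from limma), except without UL1, and no fold is given because no library exceeded 3 reads.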

Consistent with that study, we observed miR-769, miR-454 and miR-190b to be up-regulated in the U compared to the S cycle. However, miR-379, miR-196a and miR-487b exhibited an opposite pattern. These results together with our findings give more insights into the potential role of miRNAs in ovarian function during estrous cycle stages and superstimulation.

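miR-379 had 2, 8 and 16 reads in UH and 41, 3 and 49 reads in SH. Its log2 fold change of -1.71 (standard error 0.84) did not pass the thresholds (adjusted P = 0.736 from limma), and 7 of 17 alternatives called it. miR-487b had 0 reads in UH and was called (adjusted P = 0.736 from limma), in 1 of the 6 fits that left out a library. In SH, 1 of the 3 libraries had 0 reads of miR-487b.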

Pathway analysis revealed that signaling pathways (including Hippo, PI3K-Akt, Wnt, E2, oxytocin, and MAPK) were among the top significant pathways enriched with genes targeted by DE miRNAs in H *vs.* L responding heifers (Supplementary Fig. S1). Signaling pathways play a critical role in regulating ovarian function and development (reviewed by Prasasya & Mayo^75^). For instance, the Hippo and PI3K-Akt signaling pathways are known to regulate follicular recruitment and development. Activation of PI3K-Akt with the disruption of the Hippo signaling pathway together accelerate primordial follicles recruitment^76,77^. Oxytocin and E2 signaling were the top pathways targeted by potential biomarker miRNAs detected in the serum of hyper responding patients to ovarian stimulation^49^. In addition, MAPK, Wnt and PI3K signaling were among the top pathways targeted by dysregulated miRNAs during the growth and selection of dominant follicles in cattle^78^ and by exosomal miRNAs in human follicular fluid during follicular maturation^79^. This highlights the significant role of miRNAs in controlling ovarian function through targeting the different signaling pathways. However, as the mechanisms that regulate the incorporation of specific miRNA into EVs and the uptake by recipient cells are still unknown, caution should be applied while interpreting the potential function of these detected EV-miRNAs. Another interesting pathway was the circadian rhythm pathway (including *CLOCK* gene). It was the top significant pathway enriched with genes targeted by down-regulated miRNAs in SH compared to SL heifers. The circadian rhythm system is controlled by the transcription of circadian clock genes and regulates several physiological reproductive processes in mammals including ovarian function, responsiveness to gonadotropins and ovulation^80^. In cattle, the expression of circadian genes is associated with ovarian follicle development from the recruitment to the ovulatory phase^81^. In addition, the expression level of *CLOCK* mRNA was positively correlated with the production of E2 which was stimulated by FSH in cultured granulosa cells^81^. Moreover, Gräs et al.^82^ demonstrated that the expression of circadian genes becomes rhythmic during gonadotropin-dependent folliculogenesis in the rat ovary, suggesting a functional association between ovarian circadian genes and P4 production in preovulatory/ovulatory follicles and CL. Accumulated evidence indicates that EVs with their non-coding RNA cargo plays an important role in regulating the circadian rhythm of individual cells through a post-transcriptional mechanism^83,84^. Specifically, miR-206 has been reported as a mediator of the dynamic mechanism of circadian rhythm in mammals^85^. In addition, miR-17-5p and miR-181a, which were also down-regulated in SH compared to SL heifers, were considered as important modulators of circadian rhythm related genes^86,87^.

In conclusion, findings indicate that heifers with divergent responses to ovarian superstimulation exhibit differential abundance of plasma EV-miRNAs which may be used as a potential biomarker to predict individual animal response. In addition, our results indicate a potential role of miRNAs in follicular development after superstimulation.

## Supplementary information

Supplementary Figure

Supplementary Tables

# Supplementary material for: Plasma extracellular vesicle miRNAs as potential biomarkers of superstimulatory response in cattle
**Source:** Sci Rep. 2020 Nov 5;10:19130. doi: 10.1038/s41598-020-76152-9

**Plasma extracellular vesicle miRNAs as potential biomarkers of superstimulatory response  
in cattle**

Ahmed Gad, José María Sánchez , John A. Browne, Lucie Nemcova, Jozef Laurincik, Radek  
Prochazka, Pat Lonergan

**Supplementary Fig. S1:** Interaction networking of top pathways enriched in predicted genes targeted by down-regulated (A) and up-regulated (B) microRNAs in UH compared to UL group and by down-regulated (red) and up-regulated (green) microRNAs in SH compared to SL group (c). UH, unstimulated high; UL, unstimulated low; SH, superstimulated high; SL, superstimulated low.

A

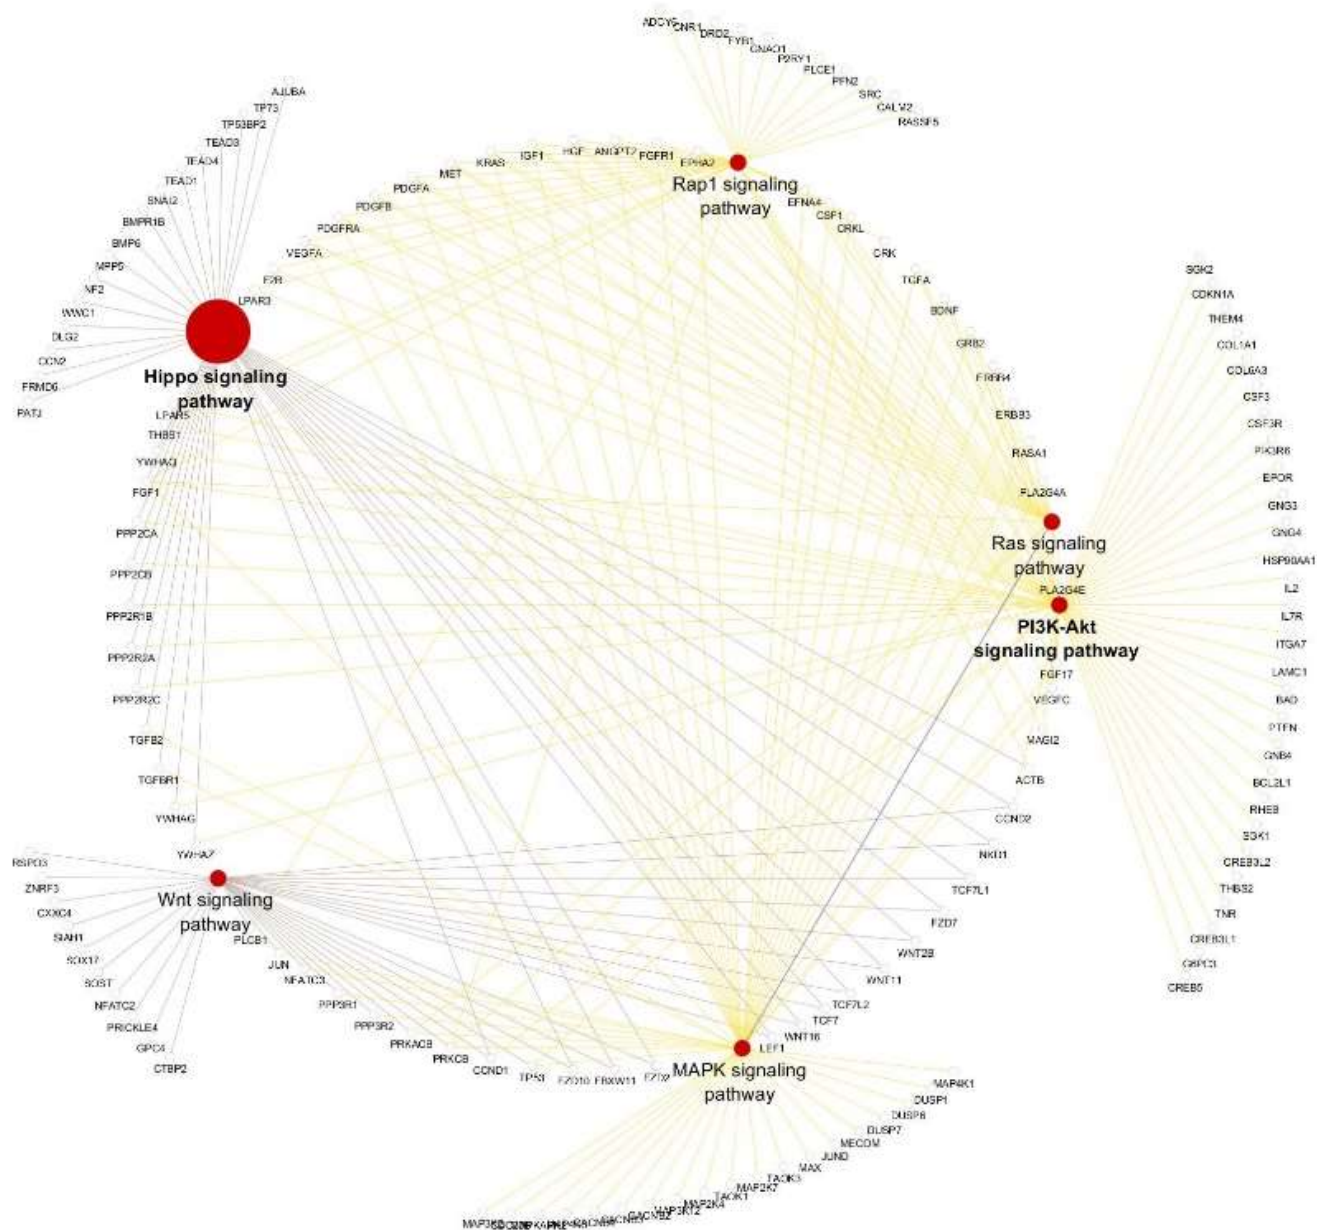

**B**

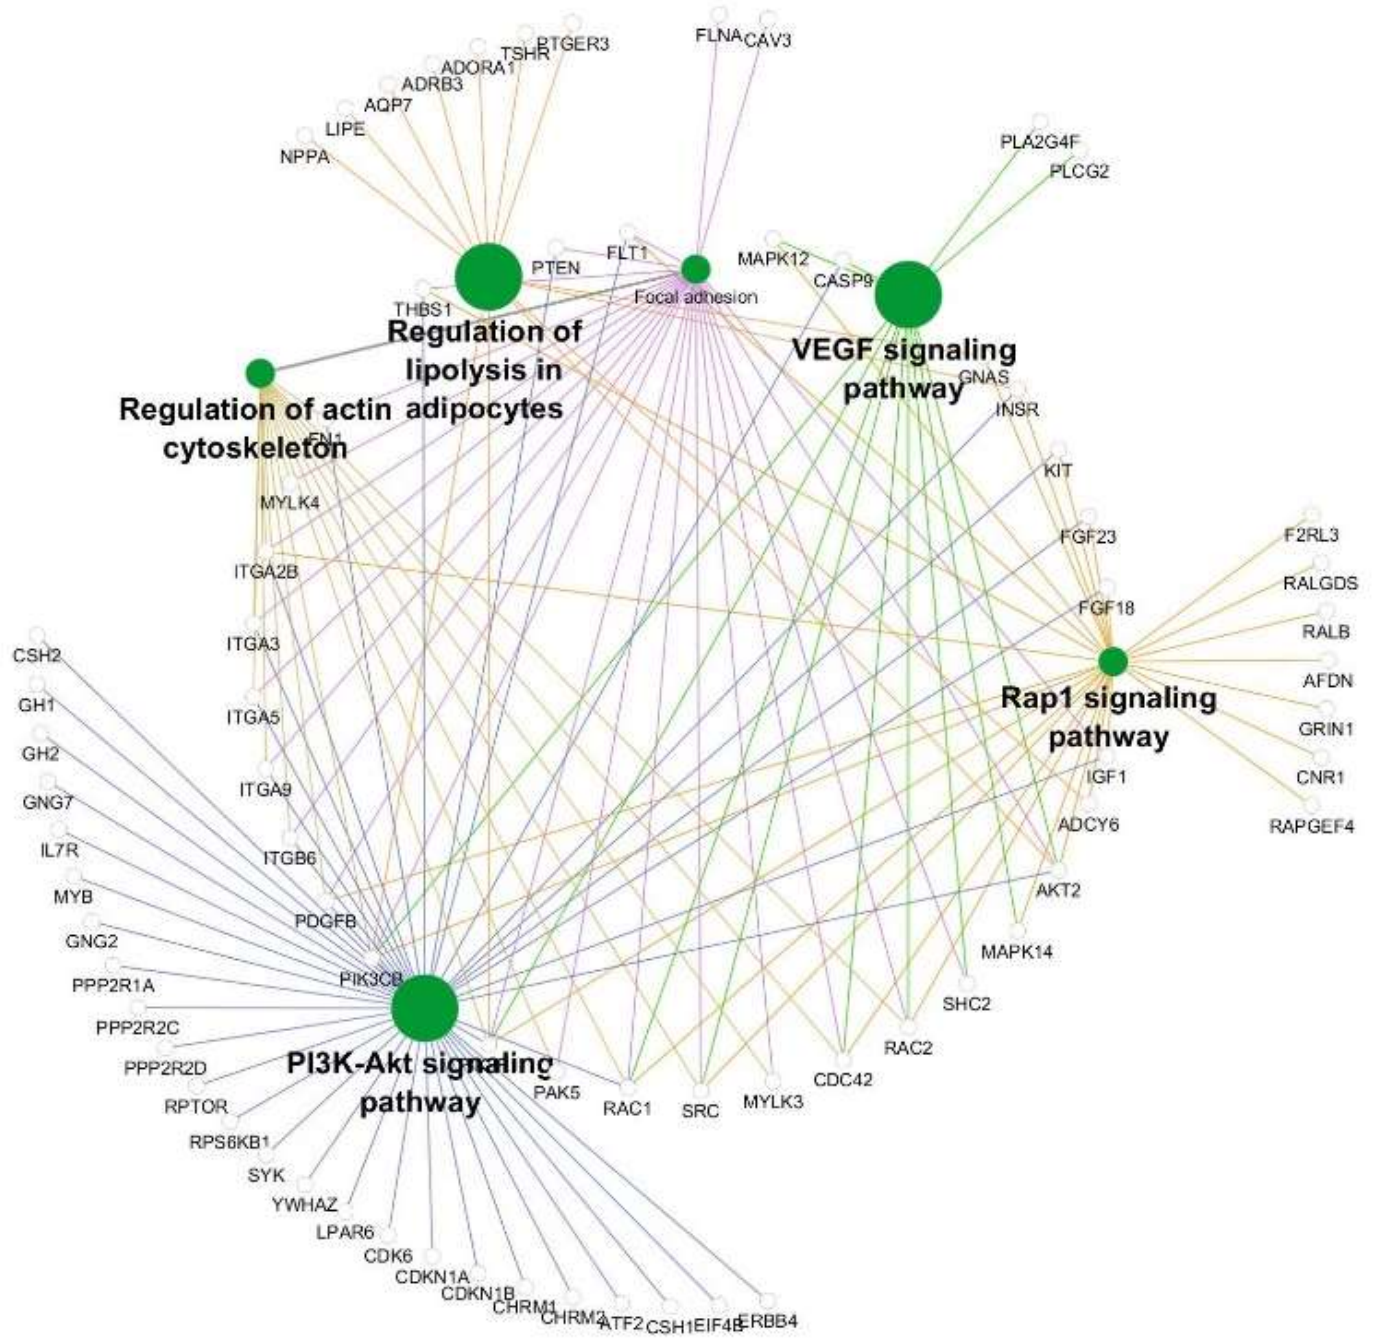

C

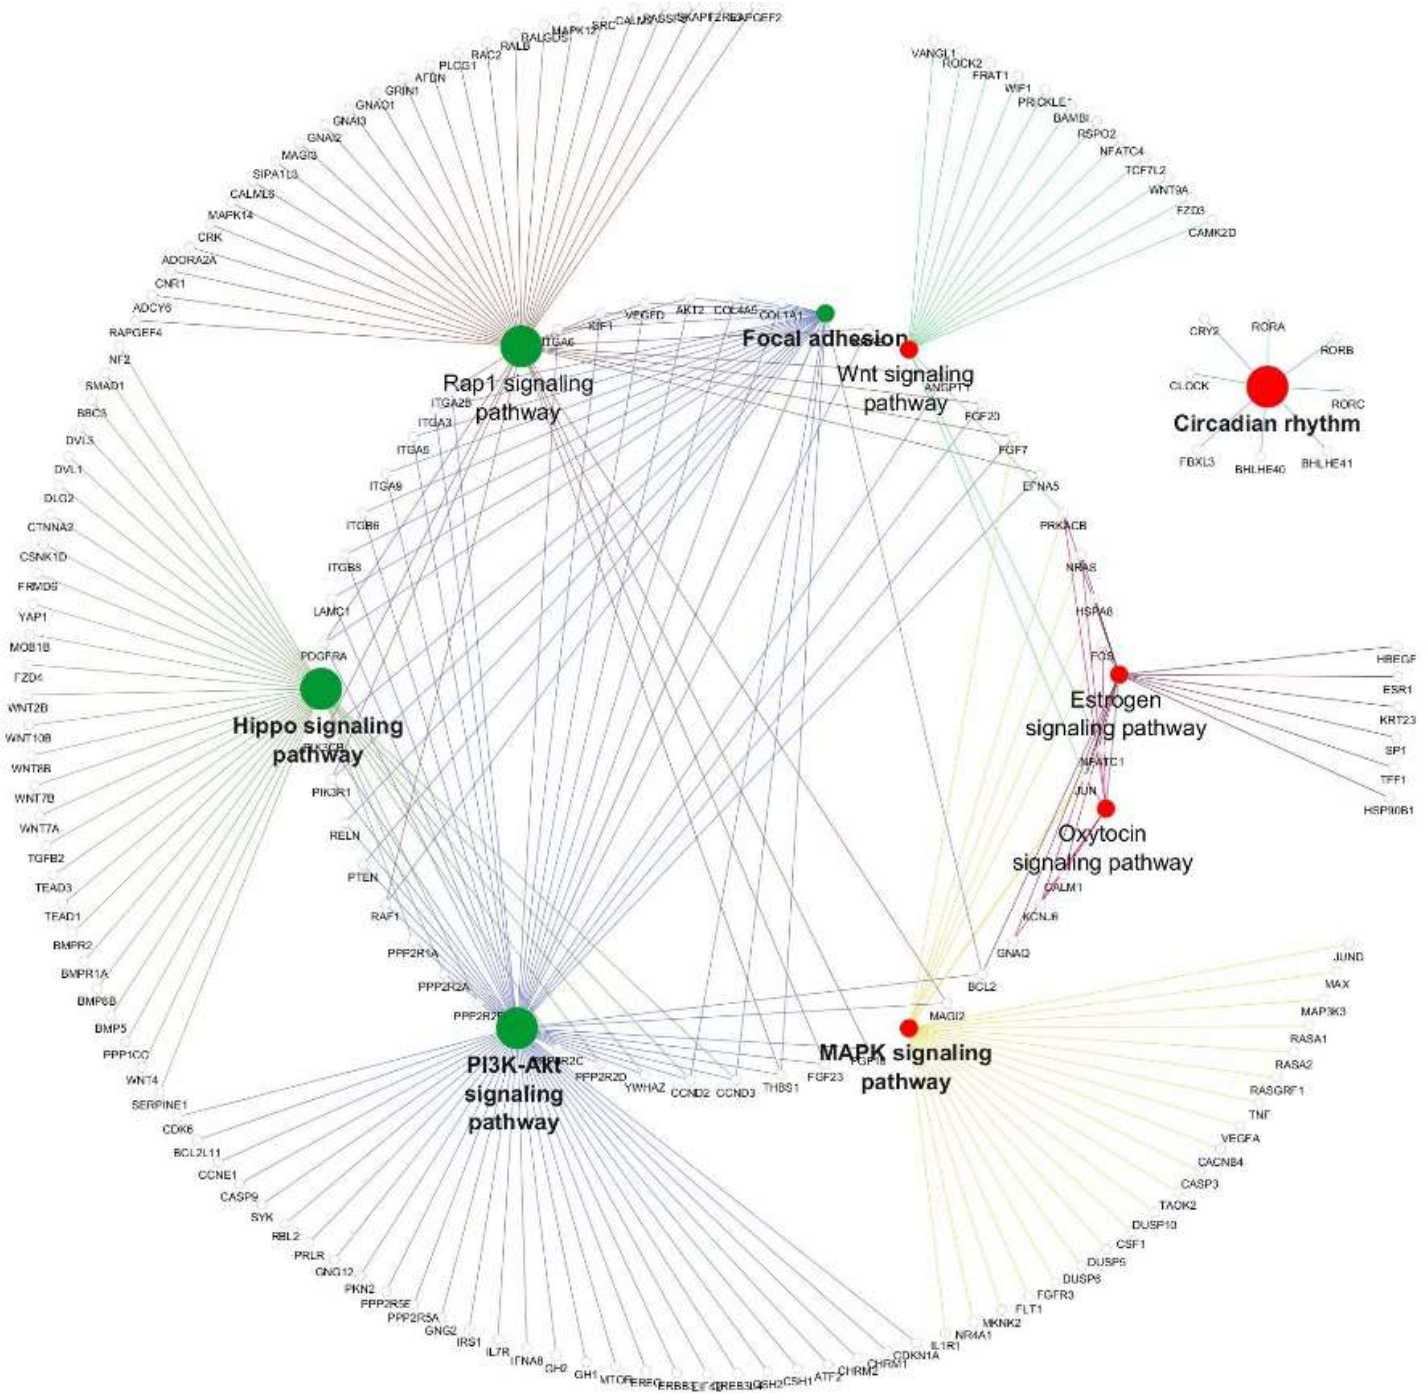

**Supplement:** Supplementary file 1 — Supplementary Figure

How the deposited data were processed for this re-analysis (not part of the article)

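The samples were 12 small RNA libraries from plasma EVs of 6 heifers, 3 with a high (H) and 3 with a low (L) response to superstimulation. Each heifer was sampled on Day 7 of an unstimulated (U) and of a superstimulated (S) cycle, which gave 3 libraries in each of the groups UL, UH, SL and SH. The groups were taken from the sample labels and the paper. The pairing of a U with an S library rests on the shared number in the library names, since the same heifers were sampled in both cycles.

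The authors prepared the libraries with a kit that adds UMIs, trimmed and collapsed the reads with Cutadapt, mapped them to UMD3.1 with Bowtie2 and annotated perfect matches against miRBase. They deposited a single table with 783 bovine miRNAs, their sequences and 1 value per library. The deposited values are a score derived by the authors from the read counts: tags per 1000000 mapped reads, cut to whole numbers, without TMM scaling. The number of columns left unused was 0. Dividing by the step of each library and rounding up gave back whole reads. The total implied by the step was 0.51 to 2.52% above the mapped reads of Table S1. Because the values are a cut-off normalized unit, they were tested on a log scale. The reads calculated back would also have allowed a count test, which was not run. A negative binomial test had been planned on the assumption that raw counts were deposited, and was replaced by limma on log2 values. The authors used edgeR with TMM normalization. The libraries of a group came from different heifers, so all libraries were counted separately. The chi-square tests of the reads of each pair of replicates found larger differences than sampling noise for all pairs. Differences between heifers would give the same, so these tests do not decide the choice.

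From the reads, TMM factors were calculated over the 12 libraries with code written from the published description, and reads were scaled to the mean depth. Of each comparison, limma 3.58.1 (R 4.3.3) was fitted to log2(normalized reads + 1) with lmFit and eBayes with a mean-variance trend. Only the 2 groups compared entered a fit, with miRNAs that had at least 1 read in at least 2 of 3 libraries of a group. Tests were two-sided. A miRNA was called at an absolute log2 fold change of at least 1 and an unadjusted P of at most 0.05, the thresholds of the paper, and Benjamini-Hochberg adjusted P values were calculated beside it. A change between cycles that differed between H and L heifers was tested as an interaction over all 4 groups. Groups with at most 3 reads in every library were treated as being at the limit of detection, and folds against them are lower bounds. The mature miRNAs were used under the names of the deposited table. The paper's miR-228-5p has no entry of that name there, and miR-2285p was used for it on the basis of its position in Table 5. Positions are those printed in the paper. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

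Reads of known miRNAs ranged from 21466 to 77433 per library with a median of 41190. In the smallest library, SH2, 3 reads corresponded to 6.03 normalized reads, and in the largest, SH3, to 1.81. Calls among miRNAs below these levels rest on at most 3 reads in a library. UMI-collapsed reads stand for separate molecules, and the limits cover counting error only.

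The fits were tested on simulated data with the means, spread and library sizes of the real libraries. In 20 simulations with 40 miRNAs changed by a log2 fold change of 2 and a median of 228.5 tested, 58.4% of the changed miRNAs were called. Of 360 changed miRNAs with a mean of at least 10 reads, 89.4% were called, and of 440 with fewer reads, 33%. The wrong sign was found for 0 of them. The median estimate for miRNAs with at least 10 reads was 1.93. A mean of 9.4 unchanged miRNAs per simulation was also called. In the same simulations, the size factors put in and estimated had a correlation of at least 0.985. A further 100 simulations had no difference between groups.

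Pairing by heifer was checked from the deviations of 238 miRNAs from their group means. For libraries of the same heifer, the correlations were 0.05, 0.21 and 0.13 between UH and SH and 0.10, 0.06 and -0.05 between UL and SL. The fit with the heifer as a block was an alternative. Other alternatives were median-of-ratios size factors, library sizes without TMM, the mapped reads of Table S1 as library sizes, no filter, a minimum of 10 reads, a pseudocount of 2 reads, all 4 groups in the same fit and leaving out each library in turn. The list of alternatives, the groups compared and the rule for named miRNAs were fixed before the data were examined. Median-of-ratios size factors, the minimum of 10 reads and the pseudocount of 2 reads, however, stand in for planned settings of a count test. The use of limma, its pseudocount of 1 read and its mean-variance trend were set once the unit of the deposited values was known, before any comparison was fitted, and were not changed. A smaller pseudocount (the prior count usual in edgeR), limma without the mean-variance trend, limma with voom weights and the mapped reads of Table S1 as the denominator of abundance were added after seeing the data.

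The text names every miRNA of Table 3 in its comparison and those the paper's text names where a statement is about them. Beyond these, it names in each comparison the 3 miRNAs with the smallest P among those called without overlap of groups, and any with an adjusted P under 0.05 there, of which there were 0. The rule also covered every miRNA of Table 2, but only part of these are named, and the others are included in counts. miRNAs with an adjusted P under 0.05 only under an alternative are named in part, and the 8 found for UH vs. SH without UH1 are given as a number. Called miRNAs outside these rules were named after their values were seen. A list of 7 muscle miRNAs and a list of 10 red blood cell miRNAs were set in advance as markers of other sources of RNA. Of the muscle list, 4 miRNAs are in the paper's Table 3, and of the red blood cell list 0. The RT-qPCR experiment, the embryo and luteal data, target prediction and pathways, and the putative miRNAs of Table S3 were not analysed here.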

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

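The interaction test was set in advance, and the comparisons of the number of opposite signs with chance were chosen only after the result was seen.

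For 5 of the 36 miRNAs of Table 3, the difference between the U and the S library had one sign in all 3 H heifers and the other sign in all 3 L heifers. The mean U minus S difference in log2 normalized reads, H less L, was 2.18 for miR-17-5p, 1.90 for miR-181b, 1.87 for miR-139, 1.49 for miR-181a and -2.33 for miR-204. miR-139 was higher in the U cycle by 1.44 in H heifers and lower in L heifers (mean of -0.43), and for miR-17-5p the means were 1.80 and -0.38. miR-181a, miR-181b and miR-204 had 0.47, 0.93 and -1.32 in H heifers and -1.02, -0.97 and 1.01 in L heifers. In the interaction test with limma, miR-139, miR-17-5p and miR-181a had an unadjusted P of at most 0.05, and miR-181b and miR-204 did not. All 5 had an adjusted P of 0.847, so no difference between H and L heifers was established. Over 238 miRNAs, 0 had an interaction at an adjusted P under 0.05, and 12 had an unadjusted P of at most 0.05. Leaving out each library in turn gave 0 in every fit, and the smallest adjusted P lay between 0.16 without UH1 and 1 without UL1. Without SH2, 22 miRNAs had an unadjusted P of at most 0.05.

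By chance, 1.12 of 36 miRNAs would show such opposite signs. These 36 were chosen for differences between the same libraries, however, and all 5 are in Table 3 for SH vs. SL, so chance in the SH or SL libraries alone raises this number. Among all 238 detected miRNAs, 9 showed opposite signs, against 7.44 (3.12%) by chance. When the 6 heifers were split into other groups of 3, 2 of the 10 splits, the real one included, gave as many miRNAs with an interaction P of at most 0.05. The design cannot give fewer than 1 of 10, so chance and a response-dependent change cannot be told apart here. The pairing itself rests on library numbers. A different change of these miRNAs in H and L heifers stays open in these libraries, given that 2 of 10 splits of the heifers gave as many. The paper assayed miR-139 and miR-17-5p by RT-qPCR in other H and L heifers, an experiment not analysed here. It reports significant differences for part of its assayed miRNAs and the same pattern without significance for the others. Reads shared between miR-181a and miR-181b, whose sequences are similar, were not tested as a cause.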

How the results depend on the processing

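The edgeR exact test, the edgeR likelihood ratio test, the DESeq2 fit and the planned quasi-likelihood fit were not run. The deposited values are a normalized unit and were tested on a log scale, although the reads calculated back would also have allowed a count test, and how far such a test would change the numbers of calls is not known. Limma on log2 values took the place of these tests, with median-of-ratios size factors, a minimum of 10 reads and a pseudocount of 2 reads for the planned size factors, filter and prior count. The fits with voom weights, without the mean-variance trend and with a smaller pseudocount were chosen only after the data had been seen.

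For UH vs. UL, 6 miRNAs were called. Without a filter there were 10 calls, with 2 adjusted P values under 0.05 (miR-1 and miR-206), and with a minimum of 10 reads there was 1 call, as 105 miRNAs were left to test. For SH vs. SL, 11 calls became 7 with mapped reads as library sizes, 3 with a minimum of 10 reads (95 tested) and 21 with all 4 groups in the same fit. For UH vs. SH, 12 calls became 6 with a minimum of 10 reads and 19 with all 4 groups in the same fit, and without a filter 2 miRNAs (miR-196a and miR-199a-3p) had an adjusted P under 0.05. For UL vs. SL, 5 calls became 0 with a minimum of 10 reads (4 miRNAs had an unadjusted P of at most 0.05), 3 with a pseudocount of 2 reads, 10 with all 4 groups in the same fit and 8 with voom weights. The numbers called in both UH vs. UL and SH vs. SL fell from 2 to 1 with mapped reads and to 0 with a minimum of 10 reads, and rose to 3 with all 4 groups in the same fit, where miR-2300b-3p joined miR-206 and miR-6517. Those in both UH vs. SH and UL vs. SL rose from 0 to 1 (miR-199a-3p) without a filter. Except for the fits with fewer miRNAs tested, the cause was not tested.

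With the replicate number as a block, UH vs. UL had 2 adjusted P values under 0.05 (miR-1 and miR-206). The replicate block gave 9 calls for UH vs. UL, 14 for SH vs. SL and 15 for UH vs. SH. UL vs. SL had 3 calls with the block in place of 5, and 1 miRNA (miR-199a-3p) was called in both U and S comparisons. H and L libraries share only a number. For pairs with the same number, correlations of deviations were -0.03, 0.01 and -0.03 between UH and UL and 0.19, 0.13 and -0.01 between SH and SL. For UH vs. SH and UL vs. SL, the numbers were taken as heifers. By direction, the block changed the calls lower in UH than in UL from 4 to 7, those higher in SH than in SL from 4 to 8 and those lower in UL than in SL from 4 to 2. The interaction over both responses and cycles had 0 adjusted P values under 0.05 with or without the heifer block, with 13 and 12 unadjusted P values of at most 0.05.

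Leaving out each library in turn gave 5 to 10 calls for UH vs. UL, 8 to 34 for SH vs. SL, 6 to 24 for UH vs. SH and 7 to 15 for UL vs. SL. Without UL1 there were 5 calls for UH vs. UL, and without UL3 or UH2 there were 10. The lowest number for SH vs. SL was reached without SL2, that for UH vs. SH without UH2 or SH1 and that for UL vs. SL without SL3. The highest numbers for SH vs. SL and UH vs. SH were both reached without SH2 (34 and 24), and that for UL vs. SL without SL2 (15). Adjusted P values under 0.05 for UH vs. SH numbered 0 to 12 over these fits, 12 without SH2 and 8 without UH1. The 8 miRNAs without UH1 had 0 reads in SH and at most 3 reads in any UH library. They therefore lay at the limit of detection in both groups. The calls shared by UH vs. UL and SH vs. SL numbered 1 to 2, and those shared by UH vs. SH and UL vs. SL 0 to 3, with 3 without SL2 (miR-196a, miR-196b and miR-199a-3p). Called in all 6 fits without a library were 2 miRNAs for UH vs. UL, 4 for SH vs. SL, 1 for UH vs. SH and 2 for UL vs. SL. The cause of the changes without SH2 was not tested.

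Over 770 values of the log2 fold changes of the 49 Table 3 entries under alternatives, 617 kept their direction and side of the thresholds, 84 lost the call, 68 gained it and 1 reversed. The reversed value was that of miR-133a for UH vs. UL, 0.14 without UL1, within a range of -2.1 to 0.14 over the fits that each left out a library. Of the 49 entries, 7 never changed. Normalization with mapped reads moved the median log2 fold change of all miRNAs by 0.13 for UH vs. UL and 0.15 for SH vs. SL, and library sizes without TMM by -0.14 for SH vs. SL. With mapped reads, SH vs. SL had 4 miRNAs called higher and 3 lower, against 4 and 7 with TMM. Of the numbers called higher or lower and the numbers detected in UL, SL or SH only, 67 of the values under alternatives moved by more than 1.5 times and 120 did not.

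The 15 miRNAs detected in UH only became 7 with at least 3 reads, 6 with at least 5 reads, 26 with a read in at least 1 library and 8 with all libraries scaled down to the smallest. They numbered 4 to 23 without single libraries, 23 without UL3 and 4 without UH2 or UH3. The number in any group was 150 with at least 5 reads and 238 with at least 1. Other denominators change the unit of the 80 means of Table 2, and 80 moved with known miRNA reads, 80 with TMM-scaled sizes and 75 with UMI-corrected reads. With the mapped reads of Table S1, added after seeing the data, 1 moved.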

Differences from the paper's values

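The numbers of called miRNAs below are those of limma against the paper's edgeR results, at the same thresholds.

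For UH vs. UL, 6 miRNAs were called against the paper's 12. Of the alternatives set before the data were examined, library sizes without TMM (8), no filter (10), the replicate block (9) and the fits without UL2 (9), UL3 (10), UH1 (9) or UH2 (10) came within 1.5 times of the paper's number. Median-of-ratios size factors (6), mapped reads (7), a minimum of 10 reads (1), a pseudocount of 2 reads (4), all 4 groups in the same fit (7) and the fits without UL1 (5) or UH3 (7) did not. Lower in UH were 4 miRNAs against the paper's 8. No filter reached 8, library sizes without TMM (6), the replicate block (7) and the fit without UL2 (6) came within 1.5 times, and the other alternatives set in advance gave 1 to 5. Higher in UH were 2 against the paper's 4. Mapped reads (3) and the fits without UL2 (3), UL3 (6) or UH2 (5) came within 1.5 times, while the others set in advance gave 0 to 2, and 7 without UH1. Limma without the trend and voom weights, both chosen after seeing the values, gave 3.

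For SH vs. SL, 4 miRNAs were called higher in SH against the paper's 8. The replicate block reached 8, and all 4 groups in the same fit (9) and the fits without SL1 (6) or SH1 (7) came within 1.5 times. The other alternatives set in advance gave 0 to 5, and 20 without SH2. Limma without the trend (6) and voom weights (7), chosen after seeing the values, also came within 1.5 times. The total of 11 is within 1.5 times of the paper's 14, and the replicate block gave 14, as did voom weights, chosen after seeing the values.

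For UL vs. SL, 5 miRNAs were called against the paper's 10. All 4 groups in the same fit gave 10, and no filter (7) and the fits without UL1 (8), UL2 (11), UL3 (9), SL1 (8), SL2 (15) or SL3 (7) came within 1.5 times. Voom weights gave 8, chosen after seeing the values. Median-of-ratios size factors (5), library sizes without TMM (5), mapped reads (4), a minimum of 10 reads (0), a pseudocount of 2 reads (3) and the replicate block (3) did not come within 1.5 times. Higher in UL was 1 miRNA against the paper's 7. The fits without UL2 (8), UL3 (5), SL1 (5) or SL2 (8) came within 1.5 times, and the other alternatives set in advance gave 0 to 4.

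Of the miRNAs called in the same direction in UH vs. SH and UL vs. SL, there were 0 against the paper's 1, miR-199a-3p. No filter and the replicate block gave 1, which was miR-199a-3p in both. The fit without SL2 gave 3, among them miR-199a-3p, and the remaining alternatives set in advance gave 0.

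The paper lists as differentially expressed 24 entries that were not called here, and each was called under at least 1 alternative. For UH vs. UL these were miR-454 (mapped reads, pseudocount of 2 reads, without the trend, voom weights, without UL3 or UH2), miR-2419-5p (without UH1), miR-133a (no filter, replicate block), miR-1 (library sizes without TMM, mapped reads, no filter, replicate block, without UL2), miR-133b (library sizes without TMM, no filter, all 4 groups, replicate block, without UL2) and miR-141 (no filter, all 4 groups, without UL3). For SH vs. SL they were miR-218 and miR-487b (all 4 groups, voom weights, without SH2), miR-494 (replicate block, without SH3), miR-199c (all 4 groups, replicate block, pseudocount under 1 read, without the trend, voom weights, without SL1 or SH2), miR-204 (without the trend, without SH1) and miR-181b (without the trend). For UH vs. SH they were miR-20b (mapped reads, no filter, all 4 groups, without UH2), miR-224 (voom weights), miR-379 (median-of-ratios size factors, no filter, all 4 groups, replicate block, voom weights, without UH3 or SH2) and miR-199a-5p (voom weights, without SH2). For UL vs. SL they were miR-497 and miR-494 (without UL2), miR-141 (all 4 groups, without UL3), miR-133b (all 4 groups, without UL2), miR-190b (without UL1), miR-1 (no filter), miR-199a-3p (no filter, replicate block, without SL2) and miR-1291 (all 4 groups, voom weights, without SL2). The settings without the trend, with voom weights and with a pseudocount under 1 read were chosen after seeing the values.

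On the scale of Table 3, the log2 ratio of group means with a pseudocount under 1 read added, 31 entries could be set beside the paper. For those that are not lower bounds, the sign was the paper's and the distance from its value was smaller than the standard error from limma. The other 9 were lower bounds, and none of these was over 1.5 times the paper's fold. Each bound puts the limit of 3 reads in place of the lower group's own reads. It could therefore hardly exceed the paper's fold, so these 9 are no check. This scale was chosen after seeing the values. For 18 further entries no fold is given, because both groups or the bound lay at the limit of 3 reads. The 80 means of Table 2 differed from the paper's by at most 0.3 TPM. The paper states that miR-181a and miR-181b differed in only one comparison, while miR-181a was also called here for UL vs. SL, with a log2 fold change of -1.02. It also states that among the abundant miRNAs only let-7c differed, while miR-126-5p was also called for UH vs. SH, with a log2 fold change of 1.16. The paper's text gives the UH group the most miRNAs detected in a single group, which holds here with 15 against its 16. With at least 3 reads, however, UL had 9 and UH 7, and with libraries scaled down to the smallest, UL had 10, SL 11 and UH 8. The scaling down was a random draw that was not repeated.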

Other observations

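The tests of muscle and red blood cell miRNAs, of the set of miRNAs lower in UH and of the SH list of Table S2 were chosen only after the results were seen. The splits of libraries and the simulations without a difference between groups were chosen before.

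Other splits of the same 6 libraries into 3 and 3 gave as many called miRNAs as the real groups in 10 of 10 splits for UH vs. UL, 2 of 10 for SH vs. SL, 4 of 10 for UH vs. SH and 10 of 10 for UL vs. SL, the real split included. The design cannot give fewer than 1 of 10. Of the 4 splits of UH vs. SH that part all heifer pairs as the real one does, only the real one gave 12 calls and the others gave 6 to 8. For UL vs. SL, all 4 such splits gave at least as many calls as the real one. For the 2 miRNAs called in both UH vs. UL and SH vs. SL, 2 of 10 splits of the heifers gave as many. For the 0 miRNAs called in both UH vs. SH and UL vs. SL, all 100 splits drawn gave as many, necessarily.

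In simulated libraries without any difference between groups, a mean of 10.1 miRNAs was called for UH vs. UL, 9.7 for SH vs. SL, 9.8 for UH vs. SH and 10.3 for UL vs. SL. Of 100 simulations, 93, 37, 28 and 97 gave at least as many calls as the real libraries. The numbers of called miRNAs are therefore consistent with the spread between libraries and counting noise without any difference between groups, in all 4 comparisons. This says nothing of single miRNAs, and with the same number of libraries, most simulated changes of 4-fold in miRNAs with at least 10 reads were recovered. Chance and a group difference cannot be told apart from the 10 splits.

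Comparisons that share a group also share its chance values. SH vs. SL and UH vs. SH had 3 called miRNAs in common with the direction set by SH, against a mean of 2.2 in simulations without a difference, and the correlation of log2 fold changes across miRNAs was -0.72, against -0.55 on average and -0.71 to -0.39 over 100 simulations. UH vs. UL and UL vs. SL had 0 in common (mean of 2 simulated) and a correlation of -0.44 (mean of -0.52, range -0.63 to -0.35). UH vs. UL and UH vs. SH had 1 in common (1.8 simulated) and a correlation of 0.31 (mean of 0.51, range 0.34 to 0.65). SH vs. SL and UL vs. SL had 2 in common (1.9 simulated) and a correlation of 0.37 (mean of 0.55, range 0.41 to 0.67). So 3 of the 4 correlations lay outside the simulated range, 1 farther from 0 and 2 closer to it, and the cause was not tested. Genes are not independent replicates in these correlations. In Table 3, the same pairs of comparisons share 4, 3, 1 and 2 miRNAs.

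UL1 held the most miR-1 (1246 reads), miR-133a (506) and miR-206 (94) of the 12 libraries. The muscle miRNAs not in Table 3 were miR-208a, with 0 reads in all libraries, miR-208b and miR-499. Together they had 24 reads over all libraries, of which 12 were in UL1 (4 of miR-208b and 8 of miR-499), a library with 7.71% of all reads, and at most 3 in any other library. RNA of muscle in the blood sample of UL1 may contribute, and a single library cannot decide it. The 4 other muscle miRNAs are in Table 3, which the study picked from these libraries, and all but miR-208a had reads in other plasma libraries too. A lasting difference of heifer L1 was less clear. In SL1, the median ratio of miR-1, miR-133a and miR-206 to the median of the other superstimulated libraries was 1.62, with 0.91 for miR-1, 1.62 for miR-133a and 5.04 for miR-206. With a single library, a lasting difference of heifer L1 and chance cannot be told apart. Without UL1, miR-206 was still lower in UH than in UL by a log2 fold change of -1.95, whereas miR-133a reversed to 0.14. A biological difference between L and H heifers in these miRNAs stays open.

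miR-486, of the red blood cell list, was highest in SH3, at 4.82 times the median of the other libraries. The other 7 miRNAs of the red blood cell list with a median of at least 3 normalized reads had ratios of 0.87 to 3.61 with a median of 1.89 in SH3. RNA of red blood cells in the blood sample of SH3 may contribute, and a single library cannot decide it. None of the 10 miRNAs of the list is in Table 3, and the plasma libraries held reads of all of them except miR-363. The log2 ratio of miR-451 to miR-23a, another measure of such RNA, lay between -3.44 in UH2 and -0.63 in SH1 and was -1.09 in SH3. By this ratio SH3 was not the highest library. The paper names a ratio of these miRNAs as its check of the samples for haemolysis. No difference between groups was detectable in the 4 comparisons (exact permutation test, two-sided, p = 0.9 for UH vs. UL, 0.2 for SH vs. SL, 0.6 for UH vs. SH and 0.3 for UL vs. SL, smallest p possible 0.1).

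Of the 6 miRNAs called lower in UH than in SH, SH1 was above SH2 for 5, and SH2 lay within or below the range of UH for 4. Such miRNAs may form a set that varies together between libraries whatever the group. In SL, which is not part of that comparison, 4 of the 6 had a read in at least 2 libraries, and all 4 (let-7c, miR-196a, miR-196b and miR-199a-3p) were highest in SL1, as were 28.2% (40 of 142) of the other miRNAs. The chance that 4 miRNAs drawn from these share their highest SL library was 0.0484 (exact test over draws of miRNAs, any of the 3 libraries). This test takes miRNAs as independent, although miR-196a and miR-196b are similar in sequence. In UL, 2 of the 4 were highest in UL1 and 2 in UL2, so a set that varies together was seen in SL but not in UL. Since SL is also superstimulated, a response to superstimulation that differs between heifers would give the same, and an effect of superstimulation in H heifers stays open. The paper assayed let-7c, miR-196a and miR-199a-3p by RT-qPCR in other heifers, an experiment not analysed here. The SH2 library also had the fewest reads, 21466, and without it 24 miRNAs were called for UH vs. SH.

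The detected miRNAs numbered 238 in any group, 148 in all groups and 15 in UH only, against the paper's 237, 144 and 16. The SH list of Table S2 holds 164 miRNAs, while 171 had reads in at least 2 SH libraries. The 7 miRNAs not on that list were miR-15a, miR-146b, miR-335, miR-338, miR-374b, miR-411c-5p and miR-3613. Using the list of Table S2 for SH gave 237, 144 and 16, the paper's numbers, so miRNAs left out of the SH list are a likely source of the difference.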
